# Melanoma-intrinsic NR2F6 activity regulates antitumor immunity

**DOI:** 10.1126/sciadv.adf6621

**Published:** 2023-07-05

**Authors:** Hyungsoo Kim, Yongmei Feng, Rabi Murad, Joanna Pozniak, Carl Pelz, Yeqing Chen, Bhavik Dalal, Rosalie Sears, Eduard Sergienko, Michael Jackson, Eytan Ruppin, Meenhard Herlyn, Curtis Harris, Jean-Christophe Marine, Victoria Klepsch, Gottfried Baier, Ze’ev A. Ronai

## Abstract

Nuclear receptors (NRs) are implicated in the regulation of tumors and immune cells. We identify a tumor-intrinsic function of the orphan NR, NR2F6, regulating antitumor immunity. NR2F6 was selected from 48 candidate NRs based on an expression pattern in melanoma patient specimens (i.e., IFN-γ signature) associated with positive responses to immunotherapy and favorable patient outcomes. Correspondingly, genetic ablation of NR2F6 in a mouse melanoma model conferred a more effective response to PD-1 therapy. NR2F6 loss in B16F10 and YUMM1.7 melanoma cells attenuated tumor development in immune-competent but not -incompetent mice via the increased abundance of effector and progenitor-exhausted CD8^+^ T cells. Inhibition of NACC1 and FKBP10, identified as NR2F6 effectors, phenocopied NR2F6 loss. Inoculation of NR2F6 KO mice with NR2F6 KD melanoma cells further decreased tumor growth compared with NR2F6 WT mice. Tumor-intrinsic NR2F6 function complements its tumor-extrinsic role and justifies the development of effective anticancer therapies.

## INTRODUCTION

The importance of the tumor microenvironment (TME) for cancer development has gained critical traction as we acquire insight into cross-talk between TME components, including immune cells, cancer-associated fibroblasts, endothelial cells (i.e., stroma), and tumors (*1*–*3*). These interactions rely, in part, on signals derived from tumor cells (tumor-intrinsic), while tumor-extrinsic changes in TME components are regulated by cytokines and chemokines secreted by tumors or TME components (*4*–*6*). These factors govern the recruitment of stromal cells and their infiltration of a tumor, which define tumor fate. Our understanding of tumor/TME cross-talk has driven the development of therapeutic modalities and contributed to the evolution of immune checkpoint therapies (ICTs). ICTs target a natural gatekeeping brake, which evolved to prevent self-attack and maintain immune homeostasis and has revolutionized cancer treatment. Blocking an immune checkpoint via ICT often revitalizes the immune system’s ability to eradicate tumor cells (*7*, *8*). ICT is now the first-line therapy for several cancers, as reflected in the growing number of U.S. Food and Drug Administration–approved ICT drugs capable of producing durable tumor remission (*9*). Despite these advances, success is still limited, as a sizable percentage of patients are either nonresponsive or develop resistance to ICT (*3*, *10*, *11*).

Given these limitations, efforts are underway to understand ICT responsiveness mechanisms better and identify biomarkers predictive of a positive ICT response (*12*–*15*). Thus far, responsiveness to ICT is primarily determined by a tumor’s mutation burden, the ability of T cells to infiltrate a tumor, and tumor responsiveness to interferon-γ (IFN-γ) (*16*–*19*). Thus, identifying regulatory components that could be targeted to improve ICT effectiveness and durability remains an important goal and an unmet clinical need.

Factors that define tumor responsiveness to therapies, including ICT, often influence TME activity. Tumor-intrinsic activities can affect the extracellular matrix, as well as stromal and immune components or regulate interactions among TME components (*4*–*6*). In addition to the chemokines and cytokines noted above, nuclear hormone receptors (NRs) also modulate tumor cell communication with the TME and may underlie a tumor’s response to external stimuli (including therapy) or microenvironment [nutrient and oxygen availability; (*20*–*23*)].

In normal cells, NRs reportedly control regulatory pathways that govern proliferation, metabolism, specialized cell functions, and immune cell activities. Likewise, NRs are often deregulated or dysfunctional in pathophysiological conditions, including cancers. Accordingly, NRs are implicated in hormone-dependent cancers (such as breast and prostate cancers) and often serve as markers for patient stratification or as treatment targets (*20*, *21*).

Recent studies also indicate an emerging role for NRs in antitumor immunity. Activation of liver X receptor, for example, induces apolipoprotein E expression within the melanoma niche to attenuate the activity of innate myeloid-derived suppressor cells (MDSCs), resulting in more effective inhibition of metastasis (*24*, *25*). Conversely, tumor-derived retinoic acid reportedly induces monocyte differentiation to immune-suppressive tumor-associated macrophages (TAMs), which dampens ICT impact (*26*). Thus, the possibility of controlling NR activity via regulatory ligands or agonists/antagonists has prompted efforts to identify NRs that modulate the TME and could be exploited in more effective immunotherapy strategies.

The orphan nuclear receptor NR2F6 (nuclear receptor subfamily 2 group f member 6), also known as Ear-2 or Chicken Ovalbumin Upstream Promoter-Transcription Factor III (COUP-TFIII), is a member of the NR2F subfamily and structurally related to NR2F1 and NR2F2 proteins (*27*). In immune cells, NR2F6 has been suggested to be an immune checkpoint candidate based on analysis of its capacity to fine-tune adaptive immunity and repress transcription of genes encoding interleukin-2 (IL-2), IFN-γ, IL-17, and IL-21 cytokines (*27*–*30*). Accordingly, a genetic mouse model with global NR2F6 ablation exhibits accelerated inflammation, autoimmune phenotypes, and attenuated tumor growth due to enhanced activity of tumor-infiltrating effector T cells (*27*, *30*–*33*). These findings were derived from analysis of immune cells; by contrast, the tumor-intrinsic NR2F6 function is less well understood. NR2F6 expression in tumors has been linked to protumorigenic phenotypes, including proliferation, invasiveness, poor prognosis, and resistance to therapy in colon, ovarian, lung, liver, and breast cancers (*34*–*40*). However, the tumor-intrinsic function of NR2F6 in shaping an antitumor immune response in the tumor niche remains largely unexplored.

Here, we show that tumor-intrinsic NR2F6 expression in melanoma cells may mediate immune evasion by controlling the expression of genes that suppress antitumor immunity. Correspondingly, higher NR2F6 expression in melanoma patient specimens was associated with a less favorable prognosis and a poor response to ICT. These findings could affect ICT strategies and provide a basis to stratify patients for therapy based on NR2F6 expression and justification for systemic targeting of NR2F6 as treatment.

## RESULTS

### Identification of NRs that govern antitumor immune responses

To identify factors that control ICT responses, we searched for NRs that may regulate antitumor immunity. To this end, transcriptome data from bulk and single-cell RNA sequencing (scRNA-seq) analysis, as well as clinical information on patients’ survival and response to ICT, were assessed. Initially, we focused on the transcriptomic data to identify NRs whose expression correlated either positively or negatively with an immune-responsive gene signature. Selected NRs were further assessed on the basis of clinical outcomes (Fig. 1A).

**Fig. 1.**
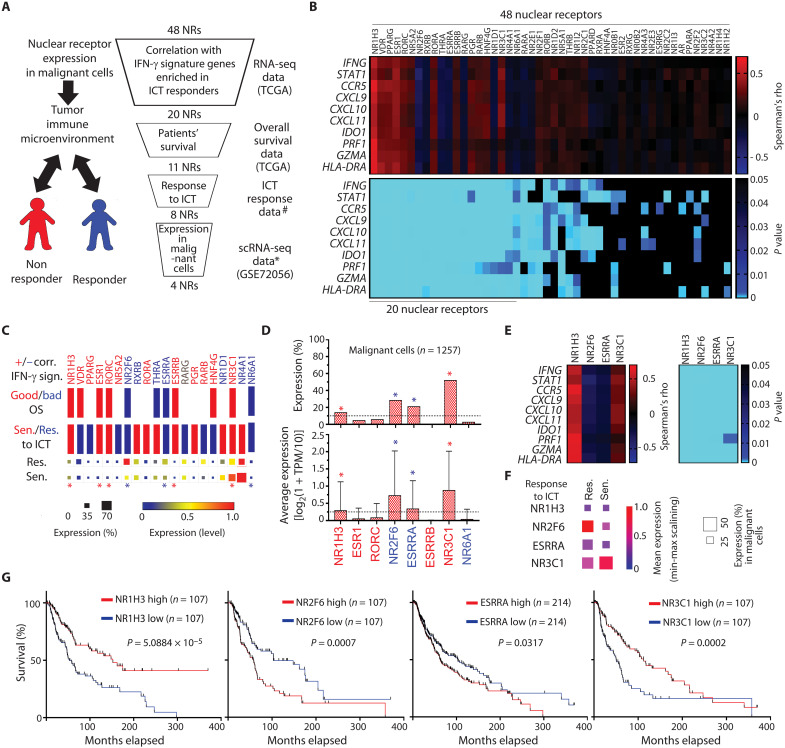
Identification of NRs potentially linked to antitumor immunity in patients with melanoma. (**A**) Outline of workflow in the selection process. ICT response data were obtained from scRNA-seq of patients with melanoma (*59*). * denotes the gene expression data of malignant cells prepared based on GSE70256 (*57*). # denotes *P* < 0.05, Kaplan Meier analysis. (**B**) Heatmaps show Spearman’s correlation coefficient (top) and corresponding *P* values (bottom) in comparisons of expression of 48 NRs (*x* axis) with 10 IFN-γ signature genes (*y* axis). Twenty NRs showing a significant correlation with the IFN-γ signature were selected. (**C**) Those 20 NRs, which were either positively (red) or negatively (blue) correlated (Corr.) with the IFN-γ signature (IFN-γ sign.), were assessed for correlation with patient overall survival (top) and patient responses to ICT (bottom). Relevant to overall survival, red and blue bars represent respective favorable and unfavorable overall survival relative to the expression of corresponding NRs. Red and blue bars are relevant to ICT response, representing the respective “sensitivity” and “resistance” of patients with high NR-expressing tumor cells to ICT. Squares at the bottom show percent expression and expression level of NRs in tumor cells from patients resistant (Res, top) or sensitive (Sen, bottom) to ICT. Expression of eight NRs that correlated with patient response to ICT, were selected (indicated by asterisks). (**D**) Tumor-intrinsic average and percent expression of those eight NRs was assessed using scRNA-seq data from specimens of patients with melanoma (*57*). Four NRs (as indicated by asterisks) expressed at higher levels in >10% of tumor cells were either positively or negatively correlated with IFN-γ signature genes (**E**), response to ICT (**F**), or overall patient survival (**G**). TCGA, The Cancer Genome Atlas; OS, overall survival; TPM, transcript per million.

Among the top-ranked genes identified in the NanoString analysis of genes associated with melanoma responsiveness to ICT and its microenvironment (including immune-infiltrated cells) was a cluster of 10 genes implicated in the IFN-γ response [*IFNG*, *STAT1*, *CCR5*, *CXCL9*, *CXCL10*, *CXCL11*, *IDO1*, *PRF1*, *GZMA*, and *HLA-D*; (*16*)]. IFN-γ signaling is a well-established immune-responsive gene signature enriched in samples from patients with melanoma that exhibit a positive response to ICT and better overall survival (*16*). We thus asked whether the expression of any of the 48 candidate NRs correlated with this signature and identified 20 that showed either a positive or negative correlation (Fig. 1B). On the basis of the strong positive correlation between the IFN-γ-signature and patients’ clinical outcomes [fig. S1A; (*16*)], we asked which of the 20 candidates correlated with patient survival and ICT responses. This led us to the identification of 11 genes showing significant positive or negative correlations with patient outcomes (Fig. 1C, upper bars for “Good/Bad OS”). Of those, eight were significantly correlated (positively or negatively) with an ICT response: Patients whose specimens highly expressed one of five NRs (NR1H3, NR3C1, RORC, ESR1, or ESRRB) exhibited a better response to ICT, while high expression of either NR2F6, NR6A1, or estrogen-related receptor alpha (ESRRA) was associated with resistance to ICT (Fig. 1C, lower bars). Given that NRs are expressed in numerous cell types in the tumor niche, we focused on NRs expressed in tumor cells that may modulate immune evasion or antitumor immunity. To this end, we assessed NR expression in malignant melanoma cells within the tumor niche using single-cell transcriptomic data. Among NRs expressed in >10% of melanoma cells were NR1H3, NR3C1, NR2F6, and ESRRA (Fig. 1D). All four were highly expressed in malignant cells (13 to 51%) and either positively (NR2F6 and ESRRA) or negatively (NR1H3 and NR3C1) correlated with the IFN-γ-signature (Fig. 1E), responses to ICT (Fig. 1F), and overall patient survival (Fig. 1G). Three of these genes (ESRRA, NR1H3, and NR3C1) were also expressed in multiple immune cell types in the TME (fig. S1B), while NR2F6 was expressed primarily in melanoma and nonimmune stromal cells, including endothelial cells and cancer-associated fibroblasts (fig. S1C).

### NR2F6 control of murine melanoma growth requires an intact immune system

We next asked whether altering the expression of any of the four candidate NRs in melanoma cells would change melanoma responses to ICT using anti–programmed cell death protein 1 (anti–PD-1) antibodies (RMP-14 clone) as a checkpoint blockade. To this end, we first confirmed that the four candidate NRs were expressed in mouse melanoma lines. Mouse melanoma line B16F10, which is also unresponsive to ICT (*14*), expressed higher levels of NR2F6 and ESRRA and lower levels of NR1H3 and NR3C1 than did other mouse melanoma lines (fig. S2A). Given that NR2F6 and/or ESRRA expression was inversely correlated with the IFN-γ signature (Fig. 1E), we used short hairpin RNA (shRNA) to engineer two types of B16F10 cell lines, either NR2F6 or ESRRA knockdown (KD) lines or NR1H3 or NR3C1 overexpression (OE) lines (Fig. 2A and fig. S2B) and assessed potential growth changes in cultures of each. Cultured cells overexpressing NR1H3 or NR3C1 or deficient in NR2F6 showed comparable growth rates (Fig. 2B and fig. S2C). By contrast, ESRRA KD slowed B16F10 cell growth in culture, consistent with observations made in ESRRA-depleted human melanoma cells [DepMap (depmap.org/portal/); fig. S2D]. We then inoculated C57BL/6 mice with cells from NR1H3 or NR3C1 OE, NR2F6 KD, or control wild-type (WT) B16F10 melanoma lines; treated animals with anti–PD-1 antibodies; and evaluated them for responses to ICT. NR1H3 or NR3C1 OE in tumor cells in vivo had no notable effect on ICT responsiveness (fig. S2E), while NR2F6 KD notably delayed melanoma growth in mice treated with anti–PD-1 antibodies (Fig. 2C), suggesting that NR2F6 loss converts B16F10 cells from an immunologically cold to warm status to allow a response to ICT.

**Fig. 2.**
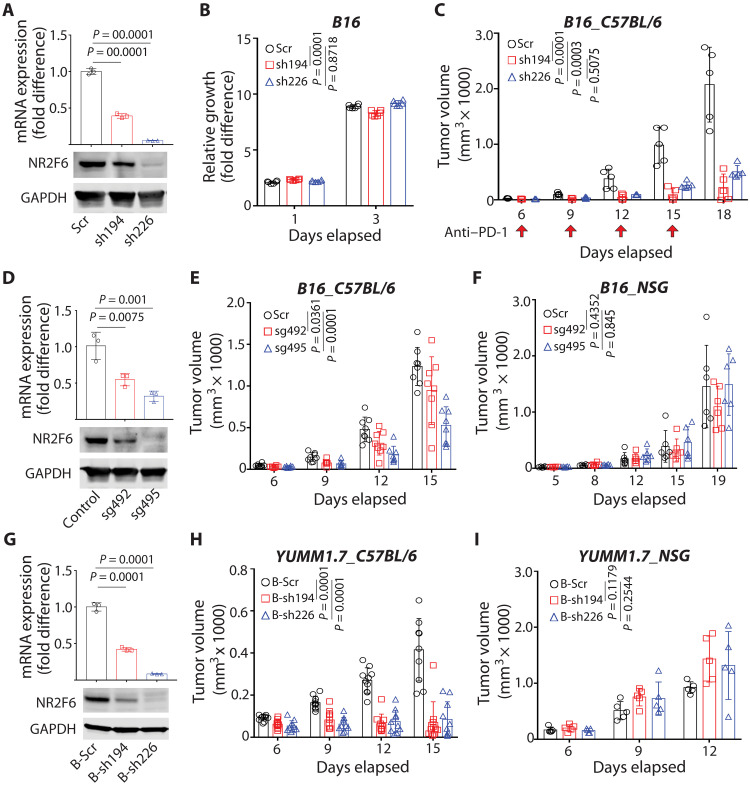
NR2F6 control of murine melanoma growth requires an intact immune system. (**A**) B16F10 cells were transduced with scramble (Scr) control shRNA or one of two shRNAs (sh194 and sh226) targeting murine *Nr2f6*. NR2F6 mRNA and protein expression was assessed by qPCR and immunoblotting. *n* = 3 for each group. GAPDH, glyceraldehyde-3-phosphate dehydrogenase. (**B**) Growth of cultured cells described in (A), as assessed in vitro using CellTiter-Glo. Relative fold differences in luminescence on days 1 and 3 were calculated relative to luminescence on day 0. *n* = 6 for each group. (**C**) C57BL/6 mice were then inoculated with cells and treated with anti–PD-1 antibody (RMP1-14) on days 6, 9, 12, and 15 (arrows). Tumor volumes were monitored at indicated time points. *n* = 5 mice for each group. (**D**) NR2F6 KO B16F10 cells were established by CRISPR using specific single guide RNAs (sg492 and sg495). NR2F6 mRNA and protein expression was assessed by qPCR and immunoblotting, respectively. *n* = 3 for each group. (**E** and **F**) Cells established in (D) were used to inoculate C57BL6 (E) or NSG (F) mice, and tumor volumes were monitored at indicated time points. *n* = 8 mice (E) and *n* = 6 mice (F) for each group. (**G**) YUMM1.7 cells were transduced with scrambled (B-Scr) control shRNA or one of two shRNAs (B-sh194 and B-sh226) targeting *Nr2f6* as in (A). mRNA and protein expression was assessed by qPCR and immunoblotting, respectively. *n* = 3 for each group. (**H** and **I**) Cells established in (G) were then used to inoculate C57BL/6 (H) or NSG (I) mice, and tumor volumes were monitored at indicated time points. *n* = 9 mice (H) and *n* = 5 mice (I) for each group. Data are presented as means ± SD. Statistical significance was assessed by one-way analysis of variance (ANOVA) with Dunnett’s test (A, D, and G) and two-way ANOVA with Dunnett’s test (B, C, E, F, H, and I).

To further assess how NR2F6 expression affects antitumor immunity, we compared the growth of NR2F6-deficient B16F10 cells in immune-incompetent versus immune-competent mice. Notably, compared with NR2F6 WT B16F10 cells, NR2F6 KD via either one of two shRNAs (Fig. 2A) led to 43.2% (sh226) or 68.7% (sh194) inhibition of B16F10 melanoma growth in immune-competent (C57BL/6) but not immune-incompetent [Nod-Scid-Gamma (NSG)] mice compared to cells harboring WT NR2F6 (fig. S2, F and G). Noting that the degree of tumor growth inhibition did not coincide with the efficiency of NR2F6 KD, we set to confirm these observations by an independent genetic approach. To this end, we genetically ablated NR2F6 using CRISPR in B16F10 cells (Fig. 2D and fig. S2, H and I). Consistent with NR2F6 KD results, CRISPR-mediated NR2F6 knockout (KO) inhibited tumorgrowth by 23.5% (sg492) to 44.1% (sg495) in immune-competent (C57BL/6) but not immune-incompetent (NSG) mice (Fig. 2, E and F). Likewise, NR2F6 ablation in the YUMM1.7(*Braf^V600E^/Pten^−/−^/CDKN2A^−/−^*) melanoma line attenuated tumor formation in immune-competent but not immune-incompetent mice (Fig. 2, G to I, and fig. S2J). These findings suggest that antitumor phenotypes seen following NR2F6 loss in tumors require an intact host immune system. Given that tumor-intrinsic NR2F6 loss attenuates B16F10 cell growth, we asked whether ectopic NR2F6 expression would enhance tumor development. To do so, we inoculated mice with B16F10 cells overexpressing either WT or a DNA binding-defective (C112S) NR2F6 mutant [fig. S2, K and L; (*41*)] and monitored tumor growth. While WT NR2F6 OE did not alter tumor growth, expression of the DNA binding-defective mutant, which should mimic NR2F6 KD, attenuated tumor growth in mice and extended overall animal survival (fig. S2, M and N), suggesting that NR2F6 transcriptional activity is required, but ectopic OE of NR2F6 only is not sufficient to accelerate tumor growth.

### Tumor cell–intrinsic NR2F6 expression controls T cell infiltration

To further assess the effects of tumor-intrinsic NR2F6 expression on antitumor immunity, we monitored the infiltration of melanoma tumors by tumor-infiltrating lymphocytes (TILs) in the presence or absence of tumor-intrinsic NR2F6 expression. To do so, we engineered NR2F6-deficient B16F10 tumor cells, injected them into immune-competent mice, and collected tumors 12 days later. As expected, NR2F6 loss reduced tumor volume and weight compared with NR2F6 WT controls (Fig. 3A). Notably, NR2F6-ablated tumors exhibited a 1.5- to 2-fold increase in the number of infiltrating CD45^+^ immune cells (Fig. 3B), an increase more pronounced in the population of effector memory CD8^+^ T cells (2- to 2.5-fold increase in CD8^+^CD44^+^ CD62L^−^ cells; Fig. 3C and fig. S3A). Consistent with this observation, NR2F6 depletion by CRISPR KO or shRNAs increased CD8^+^ T cell staining in B16 (Fig. 3, D and E) and YUMM1.7 (fig. S3B) tumors. NR2F6-deficient tumors exhibited increased IFN-γ production and PD-1 expression, which was not statistically significant (fig. S3, C and D). Given the importance of a subset of exhausted CD8 cytotoxic T lymphocytes (CTLs) designated “progenitor exhausted” in control of tumor growth and the ICT response (*42*), we assessed the abundance of progenitor exhausted (CD8^+^Tcf1^+^Tim3^−^) versus “terminally exhausted” (CD8^+^Tcf1^−^Tim-3^+^) CTLs in NR2F6 WT and KO tumors (fig. S3F). Notably, NR2F6 KO tumors exhibited significantly greater numbers of progenitor exhausted CD8^+^ T cells than WT tumors, an effect not seen in terminally exhausted T cells (Fig. 3F), suggesting that NR2F6 deficiency increases the abundance of functionally intact subset of exhausted CD8^+^ T cells that can better control tumor growth. By contrast, the abundance of other immune cells, except for B220^+^ B cells, was unchanged by tumor cell NR2F6 depletion (fig. S3E). In further analyses of myeloid immune cells, NR2F6 KO tumors did not show significantly increased infiltration by M1 (CD11b^+^F4/80^+^CD38^+^EGR2^−^) or M2 (CD11b^+^F4/80^+^CD38^−^EGR2^+^ or CD11b^+^F4/80^+^CD38^−^CD206^+^) TAMs (*43*) or by cDC1 (CD11c^+^MHCII^+^CD8a^+^XCR1^+^) or M-MDSC (CD11b^+^Gr1^+^Ly6C^+^Ly6G^−^) cells (fig. S3, F to I). These observations suggest that increased infiltration of functionally intact CD8^+^ CTLs appears to be the most pronounced change in antitumor immunity following NR2F6 deficiency.

**Fig. 3.**
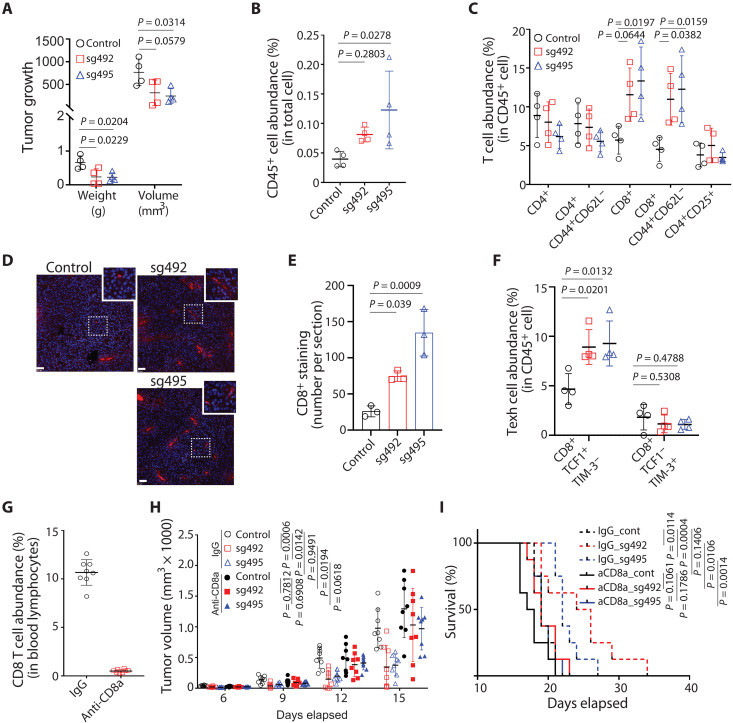
NR2F6 limits murine melanoma growth by controlling CD8 T cell infiltration. (**A**) Control and NR2F6 KO B16F10 cells were engrafted into C57BL/6 mice. Tumors were collected 12 days later and assessed for weight and volume. *n* = 4 mice for each group. (**B**) CD45^+^ cell abundance (expressed as a percentage) in cells within the singlet gate, as assessed by FACS. *n* = 4 mice for each group. (**C**) Abundance of T cell subtypes within all CD45^+^ cells, as assessed by fluorescence-activated cell sorter (FACS). *n* = 4 mice for each group. (**D** and **E**) Control and NR2F6 KO (sg492 and sg495) B16F10 tumor sections were prepared from tumors collected on day 18 after inoculation and stained with anti-mouse CD8 antibody. The number of CD8^+^ staining was visualized via microscope (×20) and counted in four random regions of each section. *n* = 3 mice for each group. Scale bar, 50μm. (**F**) Control and NR2F6 KO B16F10 tumors were prepared as in (A). FACS assessed the abundance of Texh subsets. *n* = 4 mice for each group. (**G** to **I**) Mouse groups were injected with control IgG or anti-CD8A antibodies to deplete CD8^+^ T cells. Eight days later, CD8^+^ T cell abundance was assessed in blood samples (G). Tumor growth (H) and overall animal survival (I) were monitored at indicated time points. *n* = 8 mice for each group. Data are presented as means ± SD. Statistical significance was assessed by one-way ANOVA with Dunnett’s test (A, B, C, E, and F), Student’s *t* test (G), two-way ANOVA with Sidak’s test (H), or by long-rank test (I).

To confirm that CD8^+^ T cell infiltration mediates tumor regression after NR2F6 loss, we depleted CD8^+^ T cells from mice inoculated with NR2F6-deficient B16F10 cells via injection of anti-CD8 neutralizing antibodies (Fig. 3G). Unlike NR2F6 KO tumor-bearing mice treated with immunoglobulin G (IgG) antibodies, CD8^+^ T cell depletion abolished tumor growth inhibition and decreased survival of mice harboring NR2F6 KO B16F10 tumors (Fig. 3, H and I). Notably, CD8^+^ T cell depletion did not fully rescue the growth of NR2F6 KO tumors to the degree seen in control NR2F6 WT tumors, suggesting that increased antitumor immunity seen in NR2F6-deficient melanoma is predominantly, but not solely, mediated by tumor-infiltrating CD8^+^ T cells.

### RNA-seq identifies NACC1 and FKBP10 as NR2F6 effectors

Next, we used RNA-seq to assess transcriptomic changes in the presence of NR2F6 KO and WT tumor cells. 

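RNA was sequenced from 3 sample types of B16F10, a mouse melanoma cell line: bulk tumors, tumor cells sorted from tumors, and cultured cells. Each sample type had a control group and 2 groups edited with an sgRNA against Nr2f6, sg492 or sg495, and each of the 9 groups had 2 libraries. The edited cells had been transfected with Cy3-labeled sgRNA and Cas9 protein and sorted for Cy3. Poly(A) RNA was sequenced from a single end, and the authors aligned the reads with STAR and quantified each gene with RSEM. The authors deposited TPM, expression scaled for gene length and library, for 47643 genes, which add up to the same total in every library. TPM carry no total count, so the depth of a single library is unknown here; the paper gives a range for all libraries in its methods. The estimated counts behind the paper's own test were not used here. For each sample type, log2(TPM + 1) of the genes with a mean of at least 1 TPM over its 6 libraries was fitted with limma, and each guide was compared with control. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 1.5, the thresholds the paper states. With 2 libraries per group, a 2-sided exact permutation test cannot give a p below 0.333, so p-values come from the model fitted across all genes. Across the genes tested, the Pearson r between the 2 libraries of a group ran from 0.969 in sg495 sorted tumor cells to 0.988 in control cultured cells. Genes are not independent replicates, so these r carry no test.
Nr2f6 (ENSMUSG00000002393) lies on chromosome 8 of GRCm38 from 71374123 to 71381960. In bulk tumors it had 25.83 and 25.24 TPM in control, 22.31 and 23.31 TPM with sg492, and 17.22 and 15.76 TPM with sg495. Sorted tumor cells had 20.32 and 17.73 TPM in control, 19.84 and 25.7 TPM in the libraries labeled sg492, and 10.6 and 12.18 TPM with sg495. In cultured cells it had 31.88 and 32.9 TPM in control, 26.55 and 31.5 TPM with sg492, and 18.55 and 22.43 TPM with sg495. With sg495, the log2 fold change of Nr2f6 was −0.60 in bulk tumors (standard error 0.0893, limma adjusted p = 0.0865), −0.69 in sorted tumor cells (standard error 0.157, adjusted p = 0.126) and −0.64 in cultured cells (standard error 0.114, adjusted p = 0.0213). Both sg495 libraries were below both controls in each sample type. Without the expression filter, the adjusted p of Nr2f6 in cultured cells rose to 0.0733, and over all alternatives it ran from 0.0131 to 0.0733. In bulk tumors and sorted tumor cells it was below 0.05 in 1 of 9 alternatives, a fit of all 18 libraries (0.0193 and 0.00628). With sg492, the log2 fold change was −0.16 in bulk tumors (adjusted p = 0.678) and −0.16 in cultured cells (adjusted p = 0.663). The sorted tumor cell libraries labeled sg492 had no lower Nr2f6 than control, with a log2 fold change of 0.24 (adjusted p = 0.769). Chromosome 8 argues against a label swapped with sg495. Against control, the median of its genes minus that of other autosomes was −0.00287 and 0.00942 in these libraries. In sg495 sorted tumor cells it was −0.341 and −0.318. A label swapped with control cannot be excluded from the TPM, so these libraries are named by their label throughout. Genes of chromosome 8 as a whole had a median log2 fold change of −0.25, −0.34 and −0.33 with sg495 in bulk tumors, sorted tumor cells and cultured cells.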

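How far the 3 sample types differed in stromal content was read from lists of genes of leukocytes, fibroblasts and melanocytes. Ptprc, which encodes the leukocyte antigen CD45, had 9.29 and 5.74 TPM in the control bulk tumors and 18.16 and 26.21 TPM in the sg495 bulk tumors. After sorting, Ptprc had 0 and 0.03 TPM in control, 0.03 and 0.07 TPM in the libraries labeled sg492, and 0.15 and 0.02 TPM with sg495. It was listed at 0 in all 6 libraries of cultured cells. The median over 22 leukocyte genes was 26.66 and 19.69 TPM in control bulk tumors, 0.045 TPM in both control libraries of sorted tumor cells, and 0 in cultured cells. In sg495 sorted tumor cells that median was 0.155 and 0.195 TPM, above control but far below the 43.6 and 55.7 TPM of sg495 bulk tumors. The 10 fibroblast genes had a median of 21.7 and 18.5 TPM in control bulk tumors and of 0.31 and 0.055 TPM in control sorted tumor cells. The 12 melanocyte genes varied little in comparison, with medians between 465 and 501 TPM in bulk tumors, 436 and 501 TPM in sorted tumor cells, and 331 and 391 TPM in cultured cells. Cd3e, a subunit of the T cell receptor complex, was listed at 0 in every library of sorted and cultured cells.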

To distinguish between changes in tumors versus infiltrating TME components, we performed RNA-seq analysis of bulk tumor samples, magnetic cell sorter (MACS)–sorted tumor cells (to eliminate stromal cells), and cultured B16F10 melanoma cells. Principal components analysis of RNA-seq data indicated distinct gene expression patterns in NR2F6 KO versus control samples (fig. S4A). 

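Principal components were computed from log2(TPM + 1) of the 500 most variable genes. Over all 18 libraries, the first component held 68.5% of the variance and ordered the libraries by sample type, with bulk tumors from −55.3 to −34.9, sorted tumor cells from 8.57 to 25.2, and cultured cells from 30.2 to 31.1. The second held 13.2%. Within sorted tumor cells, the first component (31.7% of the variance) placed the sg495 libraries at 25.8 and 20.9 and the control libraries at −7.49 and −18.4. The sorted tumor cell libraries labeled sg492 lay among the controls on it, at −8.33 and −12.6. Within cultured cells, the first component (27.6%) placed sg495 at 11.7 and 16.6, control at −10.6 and −5.95, and sg492 at −8.02 and −3.71. Within bulk tumors, the first component (25.7%) placed the control libraries at −3.84 and −26.9, sg492 at 8.47 and 5.01, and sg495 at 9.82 and 7.48. The gap between the 2 control bulk tumors was wider than the gap between the first control and either edited group.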

Notably, the use of sg495 [one of the two single guide RNAs (sgRNAs) used for NR2F6 KO] resulted in better separation of tumor from control samples (fig. S4B), and thus we focused on this sample set. 

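Separation was taken as the distance between the mean of control and the mean of a guide, divided by the mean distance between the 2 libraries of each group. For 2 groups of 2 libraries drawn from 1 distribution, this ratio is expected at 0.707. For sorted tumor cells it was 0.946 with sg495 (39.4 between groups, 41.6 within) and 0.757 in the libraries labeled sg492 (31.3 and 41.3). In cultured cells it was 0.841 with sg495 and 0.698 with sg492. In bulk tumors both guides had nearly the same ratio, 0.767 with sg495 and 0.765 with sg492. When all tested genes replaced the 500 most variable, the ratio in bulk tumors became 0.905 with sg495 and 0.809 with sg492, and in cultured cells 0.993 and 0.745. The order in bulk tumors turned around with a pseudocount of 0.1 (0.708 with sg495 and 0.737 with sg492), and with median-of-ratios scaling (0.7559 and 0.7565) and quantile normalization (0.745 and 0.750). With 2 libraries per group, these ratios carry no test.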

The analysis of bulk B16F10 tumors (in vivo grown), sorted B16F10 tumor cells (in vivo grown), and cultured B16F10 cells revealed that NR2F6 KO differentially up-regulated 361, 245, and 106 genes and down-regulated 57, 102, and 310 genes, respectively (Fig. 4A and fig. S4C). 

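With sg495, 3 genes were up-regulated and 1 was down-regulated in bulk tumors among 13639 tested, 78 and 38 in sorted tumor cells among 12899, and 88 and 244 in cultured cells among 12007. At an unadjusted p below 0.05, without a fold threshold, there were 2135, 2010 and 3337 genes. The alternatives moved these counts widely. A fit of all 18 libraries in 1 model gave 361 up- and 34 down-regulated genes in bulk tumors, 250 and 149 in sorted tumor cells, and 57 and 213 in cultured cells. Without the expression filter, sorted tumor cells had 2 and 1, and without a fold threshold cultured cells had 542 and 900. The split in sorted tumor cells also moved with scaling, to 79 up- and 19 down-regulated genes after median-of-ratios scaling. It was 72 and 9 after chromosome 8 was centered on its own median, an alternative chosen after seeing the data. That centering left 3 up- and 0 down-regulated genes in bulk tumors, where 1918 genes had an unadjusted p below 0.05 with it. On chromosome 8 lay 23 of the 38 genes down-regulated in sorted tumor cells and 56 of the 244 in cultured cells.
The 3 genes up-regulated in bulk tumors are named although the list was known only after their values were seen. They were the small RNA genes Gm22431 and Gm22077, and the complement gene C4b (log2 fold change 1.59, standard error 0.0911, limma adjusted p = 0.0209). Small RNA genes are shorter than most poly(A) RNA, and they made up 9 of the 88 genes up-regulated in cultured cells, against 1 of the 78 in sorted tumor cells. Among the genes called in sorted tumor cells with both sg495 libraries above both controls, the largest increases were those of Tgtp2 (log2 fold change 5.52, standard error 0.791, adjusted p = 0.0440), H2-Aa (5.21, standard error 0.291, adjusted p = 0.00445) and Igtp (5.10, standard error 0.527, adjusted p = 0.0181). Protein-coding genes made up 223 of the 244 genes down-regulated in cultured cells, and Ankrd37 on chromosome 8 had the largest decrease of a protein-coding gene named here (−2.06, standard error 0.262, adjusted p = 0.00786).
With sg492, 0 genes were called in bulk tumors, where 1132 had an unadjusted p below 0.05. In cultured cells, 3 genes were up-regulated (Tubb2b, Tspan7 and Gm13611) and 3 down-regulated (Cited1, Gm22721 and Gm2423) with sg492. In the sorted tumor cell libraries labeled sg492, in which Nr2f6 was not lower, 4 were higher (Snord88a, ENSMUSG00000109357, Gm24837 and Gm26917) and Mir678 was lower. These genes were also named after their values were seen.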

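Immune activity was measured with lists of genes, since the pathway software was not used here. For each list, the median log2 fold change of its tested genes was taken, and limma's camera compared the list with all other genes, with Benjamini-Hochberg adjustment over 32 tests. In bulk tumors, all 47 interferon-stimulated genes were higher with sg495 than in control, with a median log2 fold change of 1.16 (adjusted p = 5.16e-23). All 9 tested genes of the IFN-γ signature were higher, with a median of 1.40 (adjusted p = 2.12e-08). Of 20 T cell genes, 19 were higher, with a median of 0.92 (adjusted p = 2.16e-06), and of 21 leukocyte genes, 19 were higher, with a median of 0.87 (adjusted p = 5.44e-11). Among sorted tumor cells, 41 of 42 interferon-stimulated genes were higher, with a median of 1.84 (adjusted p = 3.78e-44), and so were all 5 tested genes of the IFN-γ signature, with a median of 4.43 (adjusted p = 1.31e-11). Which genes of the signature pass the filter in sorted tumor cells depends on the increase itself, and without the filter their median was 0.93. The 5 leukocyte genes tested in sorted tumor cells, most of which cultured cells also express, had a median of 0.28, and 3 of them were higher (adjusted p = 0.193). Without the expression filter, the leukocyte genes of sorted tumor cells had a median of 0.17 and an adjusted p of 0.00501. The 12 melanocyte genes did not move in either sample type. The alternative that raised the adjusted p of the interferon-stimulated genes most was fry, a rotation test of the list alone that uses the spread between libraries. With fry, the interferon-stimulated genes had an adjusted p of 0.149 in bulk tumors and 0.0578 in sorted tumor cells, and the IFN-γ signature 0.144 and 0.0115.

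**Figure D1:**
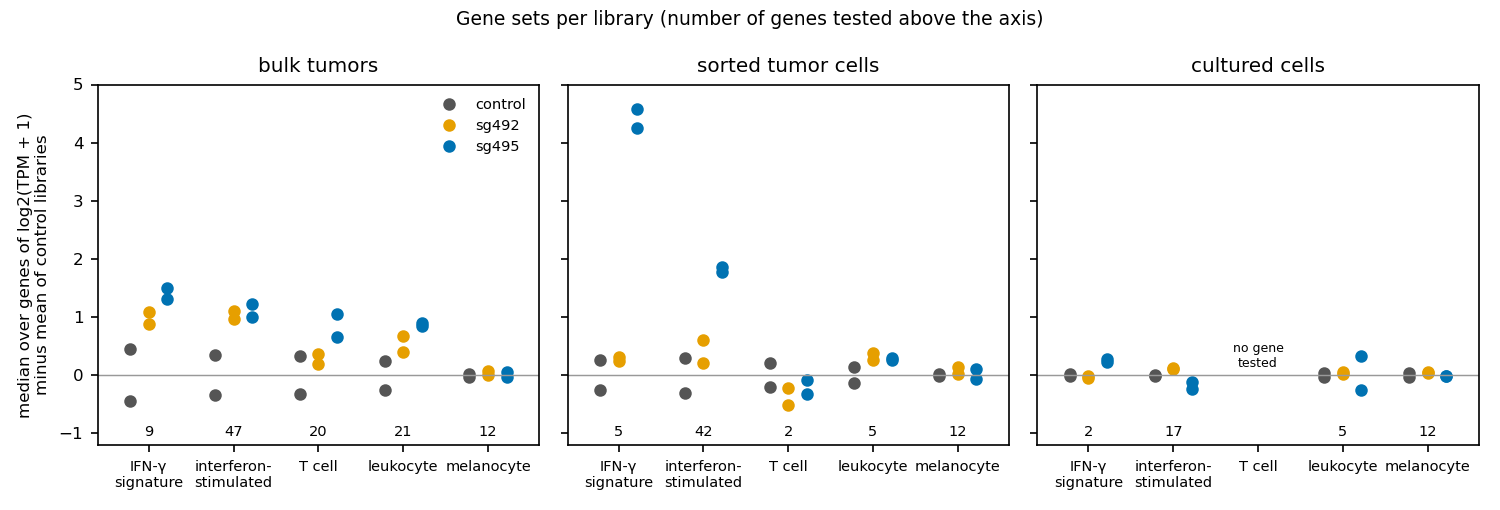
Median over the tested genes of each list of log2(TPM + 1) minus the mean of the control libraries, with 1 dot per library of control, sg492 and sg495, for bulk tumors, sorted tumor cells and cultured cells. The numbers above the axis are the genes tested, and the sg495 libraries of sorted tumor cells lie above control for the 42 interferon-stimulated genes but near control for the 12 melanocyte genes.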

Consistent with tumor growth inhibition seen upon NR2F6 loss, both pathway and upstream regulator analyses of differentially expressed genes (DEGs) identified activation of antitumor immune signaling only in vivo (in bulk tumor and sorted tumor cell samples). 

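The class II gene H2-Aa, one of the mouse counterparts of HLA-D in the IFN-γ signature, had 0.98 and 0.1 TPM in control sorted tumor cells and 53.65 and 53.84 TPM with sg495. H2-Ab1 and H2-Eb1 had log2 fold changes of 4.47 and 4.43 in the same libraries. In bulk tumors, Cxcl9 had a log2 fold change of 1.92 (limma adjusted p = 0.0865), Gzma of 1.63 (0.105) and Prf1 of 1.27 (0.141), none below 0.05. The limma adjusted p fell below 0.05 in 1 of 9 alternatives for Cxcl9 (0.00547) and 1 of 8 for Gzma (0.00513). For Prf1 it did so in 0 of 7. Ifng had 0.34 and 0.18 TPM in control bulk tumors and 1.11 and 0.93 TPM with sg495, below the filter. Both sg495 libraries of sorted tumor cells listed Ifng at 0. The 9 tested genes of cytotoxic granules were all higher in sg495 bulk tumors, with a median log2 fold change of 1.39 (camera adjusted p = 4.63e-06, and 0.149 with fry). Cd3e had 2.19 and 0.55 TPM in control bulk tumors and 1.79 and 3.35 TPM with sg495, so the groups overlapped.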

Among pathways up-regulated by NR2F6 KO were inflammation, T cell receptor, and T helper 1, and IFN signaling, while common upstream regulators identified were lipopolysaccharide, IFN-γ stimuli, and stimuli-activating signal transducers and activators of transcription 1 (STAT1) signaling (Fig. 4, B and C). By contrast, we observed no activation of immune-related pathways in cultured melanoma cell samples (Fig. 4, B and C), indicating the influence of in vivo components, including the TME, on immune-related pathways in sorted tumor cells.

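In cultured cells, 17 interferon-stimulated genes could be tested, and 1 was higher with sg495. Their median log2 fold change was −0.20 (camera adjusted p = 0.00754, and 0.0900 with fry). Only 2 genes of the IFN-γ signature passed the filter, too few for a test, and no T cell gene did. H2-Aa was listed at 0 in every cultured library. Whether the effect of sg495 differed between sample types was tested as an interaction in 1 limma model of the 18 libraries, which tested 13152 genes. The log2 fold change was higher in bulk tumors than in cultured cells for 210 genes and lower for 21. Between sorted tumor cells and cultured cells it was higher for 245 and lower for 85. The difference carries a sign, so a higher value can also be a decrease that was smaller than in culture. All 45 interferon-stimulated genes in that model had a higher log2 fold change in sorted tumor cells than in cultured cells, with a median difference of 1.92 (camera adjusted p = 4.01e-42). In bulk tumors the median difference was 1.40, again with all 45 higher (camera adjusted p = 5.12e-21). The leukocyte genes had a higher log2 fold change in bulk tumors than in cultured cells, by a median of 0.85 (camera adjusted p = 1.22e-08). Since 13 leukocyte genes were listed at 0 in every cultured library, for them this difference only restates the rise in bulk tumors. Between sorted tumor cells and cultured cells, the median difference of the leukocyte genes was 0.094 (camera adjusted p = 0.173). From pathways activated in vivo and not in culture, the paper concludes that components present in vivo, the TME among them, influence the immune pathways of sorted tumor cells.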

**Fig. 4.**
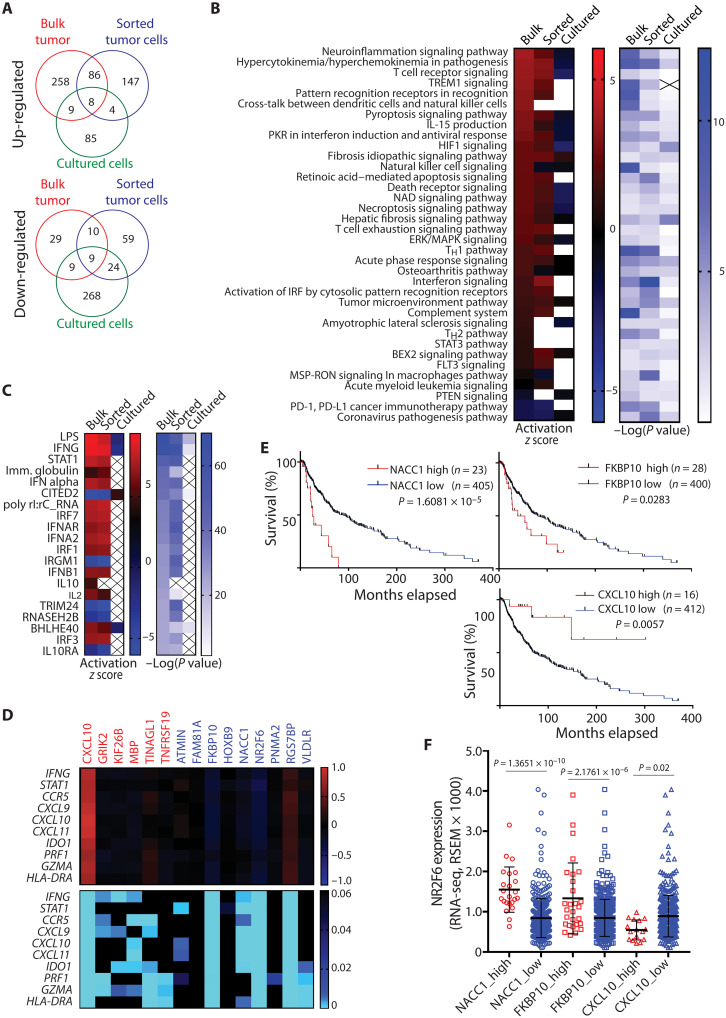
RNA-seq identifies NACC1 and FKBP10 as NR2F6 effectors. (**A**) DEGs between control and CRISPR-KO B16F10 were identified on the basis of RNA-seq analysis of bulk tumors, MACS-sorted tumor cells, or cultured cells. Unique or common genes up-regulated (top) or down-regulated (bottom) are plotted in Venn diagrams. (**B** and **C**) Activated or repressed pathways (B) and upstream regulators (C) of identified DEGs were analyzed using Ingenuity Pathway Analysis. (**D**) Heatmaps show the Spearman’s correlation coefficient (top) and corresponding *P* values (bottom) in expression analysis of 15 genes commonly up- or down-regulated in RNA-seq data from the three samples described in (A). *x* and *y* axes indicate up-/down-regulated genes and 10 IFN-γ signature genes, respectively. CXCL10, FKBP10, and NACC1 expression were significantly correlated with NR2F6 and the IFN-γ signature. (**E**) Overall survival of melanoma patients with relatively high expression (*z* score > 2.0) of NACC1, FKBP10, or CXCL10 was compared with all other patients (*z* score < 2.0) based on Kaplan-Meier analysis. (**F**) NR2F6 expression was assessed in melanoma specimens from patients with low or high expression of NACC1, FKBP10, or CXCL10 in (E). Data are presented as means ± SD. Statistical significance was assessed by log-rank test (E) or one-way ANOVA with Sidak’s test (F). ERK, extracellular signal–regulated kinase; MAPK, mitogen-activated protein kinase; HIF1, hypoxia-inducible factor 1; IRF, interferon regulatory factor; T_H_1, T helper 1; FLT3, fms-like tyrosine kinase 3; BEX2, brain-expressed X-linked 2; PD-L1, programmed death-ligand 1; LPS, lipopolysaccharide; NAD, nicotinamide adenine dinucleotide.

Given the inverse correlation of NR2F6 expression with an IFN-γ signature (Fig. 1E) and strong activation of IFN-γ downstream genes (Fig. 4C), we assessed possible direct changes in IFN-γ signaling pathway upon NR2F6 loss. STAT1 phosphorylation, a key indicator of the cellular response to IFN-γ signaling, in B16F10 or YUMM1.7 cells depleted of NR2F6 (by shRNAs or CRISPR) and treated with IFN-γ was unaltered compared to NR2F6 WT (fig. S4, D and E). These findings point to transcriptional, rather than posttranslational, modifications as drivers of phenotypes associated with tumor immune evasion, seen upon NR2F6 inhibition. Likewise, NR2F6 expression was unchanged in cultured human melanoma cells before and after IFN-γ or tumor necrosis factor–α (TNFα) treatment [fig. S4H; (*44*)]. These observations suggest that NR2F6 expression is not subject to a feedforward control mechanism modulated by either IFN-γ or TNFα.

To identify NR2F6 effectors, we next assessed 17 genes up- or down-regulated in NR2F6 KO samples from bulk tumors, sorted, and cultured cells (Fig. 4A) for association with both IFN-γ signature genes and patient survival. 

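Fig. 4D lists 15 of these genes. At the thresholds used here, 0 up- and 0 down-regulated genes were shared by all 3 sample types, since bulk tumors had 4 called genes in all. At an unadjusted p below 0.05 and a fold change of at least 1.5 in each sample type, 7 genes were up-regulated in all 3 and 14 down-regulated, of which 3 and 6 are in Fig. 4D. With all 18 libraries in 1 fit, 6 up- and 8 down-regulated genes were shared. Since Fig. 4D lists the paper's own calls on these libraries, its direction with sg495 is given by that choice: all tested genes had it, 14 in bulk tumors, 13 in sorted tumor cells and 13 in cultured cells. Their median absolute log2 fold changes were 0.740, 0.863 and 0.690. Adjusted over all genes, 0, 5 and 10 of them were called, and 12, 13 and 13 had an unadjusted p below 0.05. Adjusted over the list alone, 12, 13 and 13 had an adjusted p below 0.05, and for the same reason that count shows no stability. The 5 genes called in sorted tumor cells were Atmin, Fam81a, Mbp, Nacc1 and Tinagl1, and all of them were also called in cultured cells. With sg492, on which the paper did not focus and which shares the control libraries, the paper's direction was taken by 10 of 14 tested genes in bulk tumors and 8 of 13 in cultured cells, with median absolute log2 fold changes of 0.0923 and 0.181. It was 9 of 13 in the sorted tumor cell libraries labeled sg492, in which Nr2f6 itself was not lower.
The down-regulated genes of Fig. 4D include Nr2f6, Nacc1 and Atmin, which lie on chromosome 8. Of the 14 genes down-regulated in all 3 sample types at an unadjusted p, 6 lie there. The share of chromosome 8 genes with a log2 fold change below 0 was 81.03% of 717 in bulk tumors, 86.1% of 684 in sorted tumor cells and 90.7% of 645 in cultured cells with sg495. The other autosomes had medians between 0.05 and 0.09 in bulk tumors, −0.09 and 0.01 in sorted tumor cells, and −0.01 and 0.03 in cultured cells. With sg492 the chromosome 8 median was 0.03 in bulk tumors, 0.02 in sorted tumor cells and 0.03 in cultured cells.

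**Figure D2:**
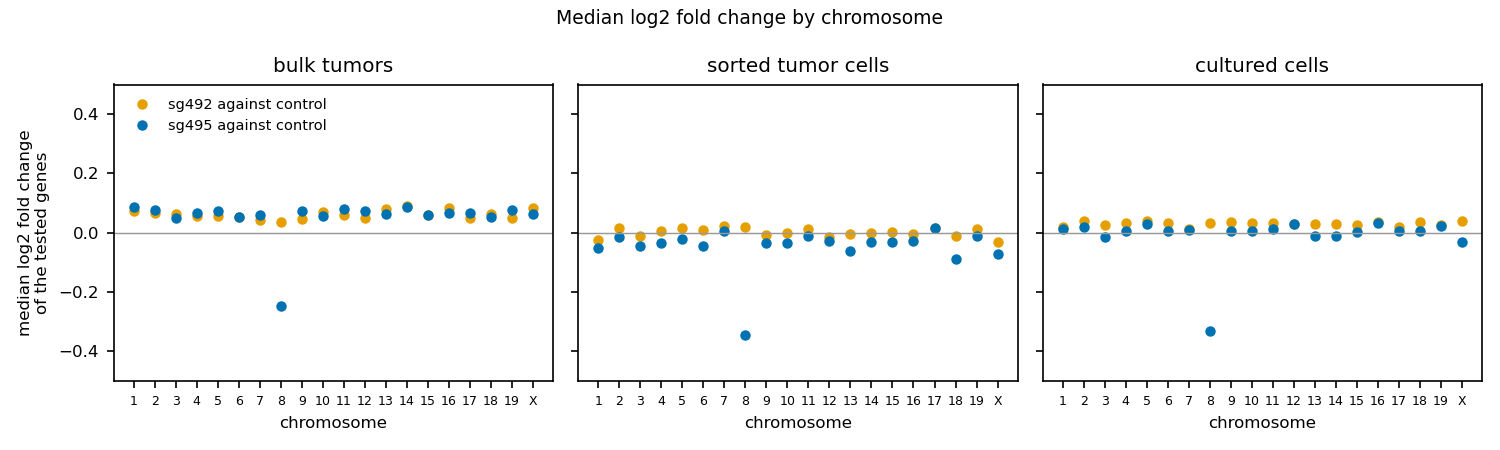
Median log2 fold change against control of the tested genes of each chromosome, for sg492 and sg495 in bulk tumors, sorted tumor cells and cultured cells. With sg495, chromosome 8 lies at −0.25, −0.34 and −0.33, below every other chromosome shown.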

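Nacc1 (ENSMUSG00000001910) lies on chromosome 8 of GRCm38 from 84670483 to 84687862. With sg495 it fell from 74.7 ± 0.735 to 47.7 ± 0.127 TPM in bulk tumors, from 62.6 ± 1.27 to 34.6 ± 0.601 TPM in sorted tumor cells, and from 88.1 ± 2.40 to 56.6 ± 3.17 TPM in cultured cells (SD, n = 2 each). Its log2 fold change was −0.64 in bulk tumors (standard error 0.0637, limma adjusted p = 0.0865), −0.84 in sorted tumor cells (standard error 0.0749, adjusted p = 0.0134) and −0.63 in cultured cells (standard error 0.0531, adjusted p = 0.00253). The decrease was larger than the spread between libraries in each sample type, and with each library left out in turn it stayed between −0.86 and −0.57. The effect in bulk tumors and in sorted tumor cells did not differ from that in cultured cells (interaction adjusted p = 0.987 and 0.151). The adjusted p became 0.0521 in sorted tumor cells without the expression filter, and in bulk tumors 0.000207 with all 18 libraries in 1 fit. Nacc1 lies on a chromosome that was lower as a whole with sg495, and whether that shift accounts for its decrease is not settled. After the median of its chromosome was taken off, Nacc1 was still at −0.30 in cultured cells (standard error 0.0531, adjusted p = 0.0272), with 51 of the 645 tested genes of the chromosome lower. It was then at −0.49 in sorted tumor cells (adjusted p = 0.0683) and in bulk tumors at −0.39 (adjusted p = 0.122). With sg492, Nacc1 had log2 fold changes of −0.04 in bulk tumors (adjusted p = 0.887) and 0.08 in cultured cells (adjusted p = 0.628), and −0.01 in the sorted tumor cell libraries labeled sg492 (adjusted p = 0.995), in which Nr2f6 was not lower.
Fkbp10 (ENSMUSG00000001555) lies on chromosome 11 from 100415697 to 100424824. With sg495 it went from 43.2 ± 2.42 to 23.4 ± 3.75 TPM in sorted tumor cells and from 10.3 ± 1.71 to 6 ± 0.990 TPM in cultured cells (SD, n = 2 each). Its log2 fold change was −0.86 in sorted tumor cells (standard error 0.164, limma adjusted p = 0.0825) and −0.69 in cultured cells (standard error 0.163, adjusted p = 0.0454). In bulk tumors, the change from 39.3 ± 7.44 to 29.6 ± 5.01 TPM (SD, n = 2 each) was no larger than the difference between the control libraries (log2 fold change −0.40, standard error 0.164, limma adjusted p = 0.322). In cultured cells the adjusted p stayed below 0.05 in 5 of 9 alternatives and was highest, at 0.136, without the expression filter. In sorted tumor cells it was below 0.05 in 1 of 9, the fit of all 18 libraries, at 0.0130. With sg492, Fkbp10 had log2 fold changes of −0.07 in bulk tumors and −0.37 in cultured cells (adjusted p = 0.925 and 0.496), and −0.56 in the sorted tumor cell libraries labeled sg492 (adjusted p = 0.630).

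**Figure D3:**
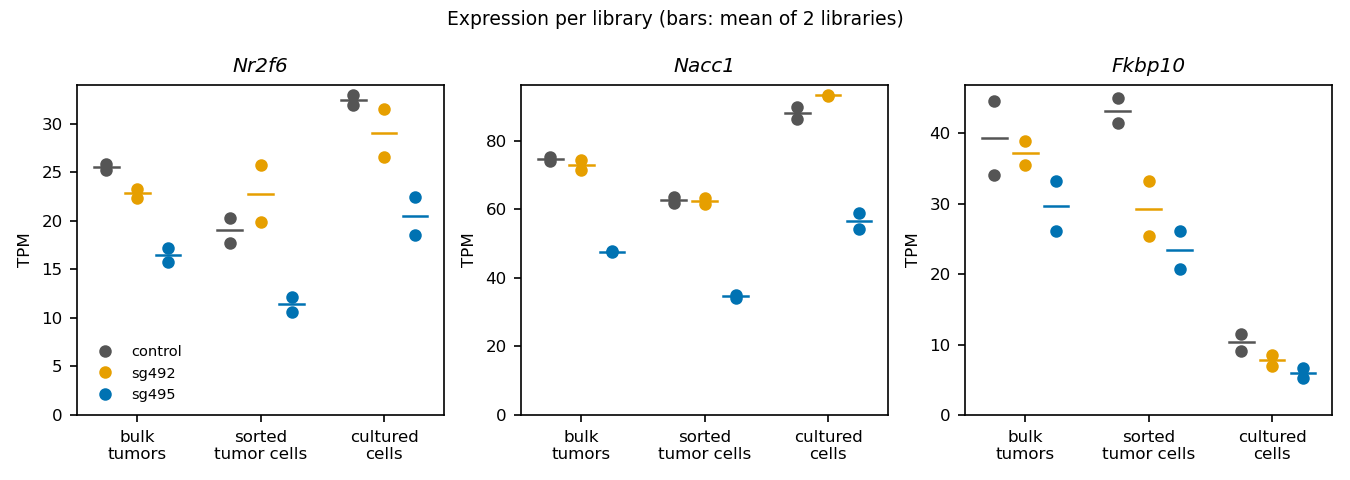
TPM of Nr2f6, Nacc1 and Fkbp10 in each library of control, sg492 and sg495, with bars at the mean of 2 libraries, for bulk tumors, sorted tumor cells and cultured cells. Nacc1 lies between 34.18 and 58.8 TPM in the sg495 libraries and between 61.42 and 93.4 TPM in the others.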

Of nine genes down-regulated by NR2F6 loss, NACC1 and FKBP10 were negatively correlated with the IFN-γ signature (Fig. 4D), while high NACC1 and FKBP10 expression was associated with poor overall survival (Fig. 4E), patterns seen upon tumor-intrinsic NR2F6 inactivation. 

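Cxcl10 (ENSMUSG00000034855) lies on chromosome 5 of GRCm38 from 92346638 to 92348889. With sg495 it went from 64.1 ± 20.8 to 152 ± 3.59 TPM in bulk tumors, from 49.2 ± 9.60 to 82.3 ± 9.41 TPM in sorted tumor cells, and from 22.7 ± 0.226 to 34.4 ± 0.820 TPM in cultured cells (SD, n = 2 each). The log2 fold change was 1.27 in bulk tumors (standard error 0.214, limma adjusted p = 0.0959) and 0.74 in sorted tumor cells (standard error 0.245, adjusted p = 0.240). In cultured cells it was 0.58 (standard error 0.0557, adjusted p = 0.00364), just under the fold threshold. With a pseudocount of 0.1 it was 0.59 there and the gene was called, and with all 18 libraries in 1 fit the adjusted p rose to 0.184 in cultured cells and fell to 0.00818 in bulk tumors. The effect in cultured cells did not differ from that in bulk tumors (interaction 0.69, limma adjusted p = 0.329) or in sorted tumor cells (0.16, limma adjusted p = 0.852). With sg492, Cxcl10 had log2 fold changes of 1.01 in bulk tumors (limma adjusted p = 0.481) and −0.18 in cultured cells (limma adjusted p = 0.367). In the sorted tumor cell libraries labeled sg492, in which Nr2f6 was not lower, it had 0.13 (limma adjusted p = 0.940).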

Likewise, CXCL10 up-regulation seen following NR2F6 KO was positively correlated with an IFN-γ signature (Fig. 4D), and high CXCL10 expression was associated with good overall survival (Fig. 4E). Accordingly, NR2F6 expression was positively correlated with NACC1 and FKBP10 expression and negatively with CXCL10 expression in human melanoma cells and tissue specimens (Fig. 4F and fig. S4I).

### NACC1 and FKBP10 loss phenocopies enhanced antitumor immunity seen upon NR2F6 loss

To further assess candidate NR2F6 effectors, we first validated NACC1, FKBP10, and CXCL10 expression levels in NR2F6 KD or KO mouse melanoma cells. Consistent with RNA-seq analysis, both NACC1 and FKBP10 expression was down-regulated in NR2F6 KD or KO mouse melanoma, B16F10, and YUMM1.7 cells (Fig. 5, A and B, and fig. S5A). However, up-regulated CXCL10 seen in NR2F6-deficient cells based on RNA-seq analysis was not validated in cultured melanoma cells (fig. S5B), and thus we focused on NACC1 and FKBP10.

**Fig. 5.**
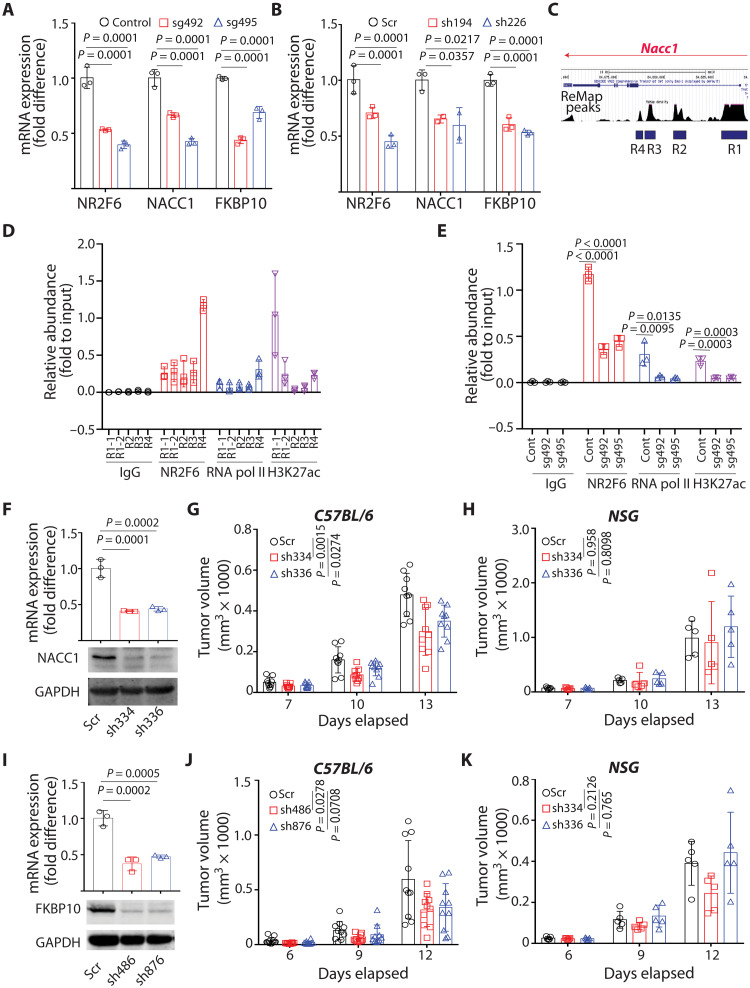
Loss of NACC1 or FKBP10 attenuates tumor growth in mice with an intact immune system. (**A** and **B**) Expression of indicated genes was assessed in NR2F6 KO (CRISPR-based) (A) or KD (shRNA-based) (B) B16F10 cells by qPCR. *n* = 3 for each group. (**C**) ReMap peaks predicted transcriptional regulatory regions of *Nacc1*. R1 included promoter and a part of intron1, and the other candidates (R2, R3, and R4) were predicted within intron1. (**D**) Abundance of NR2F6, RNA polymerase II, and H3K27 acetylation on each candidate region was assessed by ChIP-qPCR using corresponding antibodies and primers. Relative abundance to input (5% of pre-pulldown material) was calculated. *n* = 3 for each group. (**E**) Abundance of NR2F6, RNA polymerase II, and H3K27 acetylation on R4 was assessed in control and NR2F6 KO B16F10 cells. *n* = 3 for each group. (**F**) B16F10 cells were transduced with control scrambled (Scr) shRNA or two shRNAs (sh334 and sh336) targeting NACC1. mRNA and protein expression was assessed by qPCR and immunoblotting, respectively. *n* = 3 for each group. (**G** and **H**) Cells were then used to inoculate C57BL/6 (G) or NSG (H) mice. Tumor volumes were monitored at indicated time points. *n* = 9 mice (G) and *n* = 5 mice (H) for each group. (**I** to **K**) As in (F) and (H), B16F10 cells were transduced with control scrambled shRNA or two (sh486 and sh876) shRNAs targeting FKBP10. FKBP10 expression was assessed (I). *n* = 3 for each group. The growth of tumors emerging from transduced cells was monitored in C57BL/6 (J) or NSG (K) mice. *n* = 10 mice (J) and *n* = 5 mice (K) for each group. Data are presented as means ± SD. Statistical significance was assessed by one-way ANOVA with Dunnett’s test (A, B, E, F, and I) or two-way ANOVA with Dunnett’s test (G, H, J, and K).

To determine how NR2F6 regulates NACC1 and FKBP10 expression, we monitored potential direct NR2F6 binding to their regulatory regions using chromatin immunoprecipitation (ChIP) sequencing data-based analyses of mouse *Nacc1* and *Fkbp10* genes (ReMap 2002; see Materials and Methods). This analysis indicated four potential regions (R1 to R4) of NR2F6 binding to *Nacc1* and two (R1 and R2) for *Fkbp10* (Fig. 5C and fig. S5C). Among them, *Nacc1* R4 exhibited strong NR2F6 binding (Fig. 5D), while NR2F6 did not interact with either candidate region of *Fkbp10* (fig. S5, D and E). Accordingly, NR2F6 KO attenuated NR2F6 and RNA polymerase II binding and H3K27 acetylation at *Nacc1* R4 (Fig. 5E). Furthermore, OE of NR2F6 DNA binding mutant, but not NR2F6 WT, significantly reduced NACC1 expression by inhibiting the binding of endogenous NR2F6 to R4 region of *Nacc1* gene (fig. S5, F and G). Overall, these findings suggest that NR2F6 directly regulates *Nacc1* transcription but that its regulation of *Fkbp10* may be indirect.

Given these observations in mouse cells, we assessed NR2F6 function in regulating NACC1 and FKBP10 in human melanoma lines and patient-derived xenograft (PDX) tissues. We observed comparable NR2F6 expression in human melanoma tumor specimens, independent of genetic driver mutations (fig. S5, H to K), and NACC1 and FKBP10 were expressed in most human melanoma lines tested (fig. S5L). shRNA-based NR2F6 KD in human melanoma cell lines, A375 and Lu1205, decreased expression of NACC1 relative to controls, while FKBP10 was not affected by NR2F6 KD (fig. S5, M and N), suggesting that NACC1 regulation by NR2F6 is conserved in mouse and human melanoma.

To determine whether candidate NR2F6 effectors exhibit antitumor activity, we asked whether NACC1 and/or FKBP10 loss would phenocopy NR2F6 loss and attenuate tumor growth. To do so, we established B16F10 melanoma cells deficient in either NACC1 or FKBP10 (Fig. 5, F and I) and then injected them into immune-competent or immune-incompetent mice. In immune-competent mice, NACC1 or FKBP10 depletion attenuated tumor growth, 26.7% (sh336) to 37.6% (sh334) and 42.9% (sh876) to 46.8% (sh486), respectively (Fig. 5, G and J). These effects were not seen in immune-incompetent mice (Fig. 5, H and K) but resembled those seen in NR2F6-depleted melanoma. By contrast, in comparable analyses performed in cultured B16F10 NACC1 or B16F10 FKBP10 KD lines, we did not observe these growth changes (fig. S5, O and P), suggesting that NACC1 or FKBP10 loss suppresses tumor growth by augmenting antitumor immunity. Notably, the combined loss of NACC1 and FKBP10 further decreased tumor growth (by 52.8%) in immune-competent but not immune-compromised mice, again without altering cell growth in vitro (Fig. 6, A to D).

**Fig. 6.**
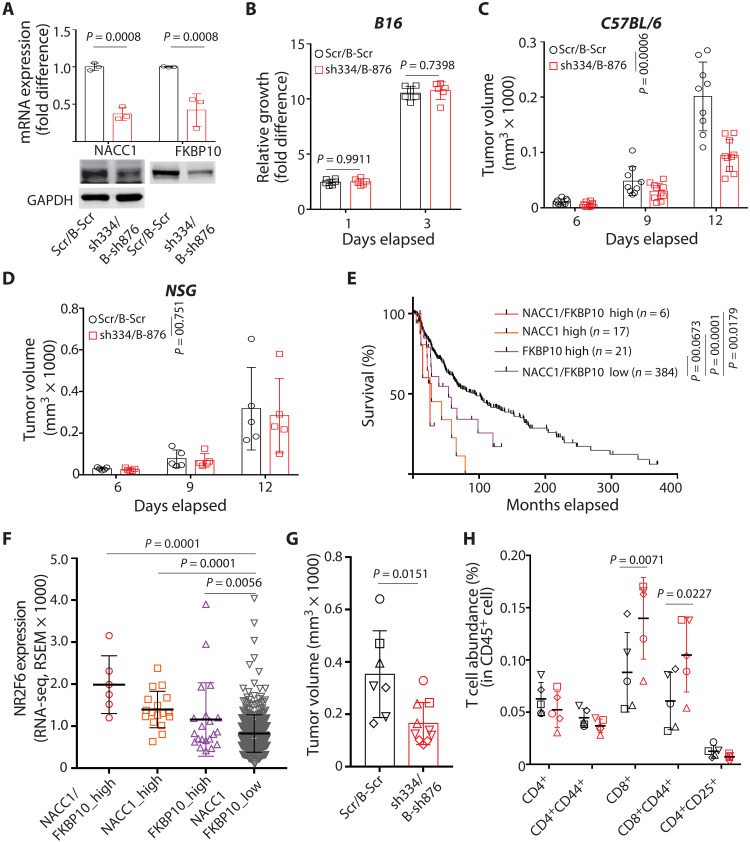
Loss of NACC1 and FKBP10 phenocopies NR2F6 loss. (**A**) B16F10 cells were transduced with scrambled shRNAs [Scr (puromycin resistant) and B-Scr (blasticidin resistant)] and one of two shRNAs (sh334 for NACC1 KD and B-sh876 for FKBP10 KD). mRNA and protein expression was assessed by qPCR and immunoblotting, respectively. *n* = 3 for each group. (**B**) Growth of transduced cells in vitro, as assessed by CellTiter-Glo. *n* = 6 for each group. (**C** and **D**) Transduced cells were used to inoculate C57BL/6 (C) or NSG (D) mice. Tumor growth was monitored at indicated time points. *n* = 9 and 10 mice for Scr/B-Scr and sh334/B-876 group, respectively. (**E**) Overall survival was assessed in patients with melanoma (SKCM in TCGA, *n* = 428) whose specimens showed both high NACC1 and high FKBP10 expression, high expression of just one, or low expression of both. (**F**) NR2F6 expression was assessed in groups of specimens in (E). (**G** and **H**) Scrambled (Scr/B-Scr) and NACC1/FKBP10 KD (sh334/B-sh876) B16F10 cells were engrafted into C57BL/6 mice. Tumors were collected 12 days later, and their volume was assessed (G). Different shapes of data points indicate the pooled cells for FACS analysis. *n* = 7 and 10 mice for Scr/B-Scr and sh334/B-876 group, respectively. (H) Shown is the abundance of T cell subtypes within all CD45^+^ cells based on FACS. *n* = 5 pooled samples for each group. Data are presented as means ± SD. Statistical significance was assessed by Student’s *t* test (G) with Holm-Sidak’s test (A and H), one-way ANOVA with Dunnett’s test (F), two-way ANOVA with Sidak’s test (B to D), or log-rank test (E).

Notably, patients whose melanoma specimens showed high NACC1 and FKBP10 expression exhibited the worst overall survival, and those specimens also exhibited the highest NR2F6 expression relative to specimens expressing low NACC1 and FKBP10 (Fig. 6, E and F). Notably, we observed a robust increase in the number of infiltrated CD8^+^ T effector cells, but not other immune cells, in melanoma tumors doubly deficient in NACC1 and FKBP10, changes resembling those seen in NR2F6-ablated melanoma (Fig. 6, G and H, and fig. S5, Q to S). These observations strongly suggest that NACC1 and FKBP10 serve as NR2F6 effectors in mediating immune evasion in melanoma.

### Antitumor immunity seen following the loss of tumor-intrinsic NR2F6 expression is augmented by systemic NR2F6 loss

It was previously demonstrated that tumor-extrinsic NR2F6 expression could block antitumor immunity in genetically ablated NR2F6 KO mice. Those mice, which lack NR2F6 expression in stromal components, showed increased antitumor immunity relative to NR2F6 WT mice (*31*, *32*). Thus, we asked whether antitumor immunity seen following the loss of tumor-intrinsic NR2F6 expression would be augmented in mice genetically deficient in NR2F6. To do so, we inoculated both WT and NR2F6 global KO mice with either WT or NR2F6-deficient B16F10 cells. WT mice with NR2F6 depletion in tumor cells showed a 45.85 to 62.95% reduction in tumor growth, while those with systemic NR2F6 loss showed a 30.77% reduction (Fig. 7A). By contrast, NR2F6 depletion both in tumors and systemically promoted a further decrease in melanoma growth by 86.37 to 91.69% (Fig. 7A). In agreement, NR2F6 KO mice inoculated with NR2F6 KO tumor cells exhibited prolonged survival compared with NR2F6 WT mice inoculated with NR2F6 KO tumor cells or NR2F6 KO mice inoculated with NR2F6 WT tumor cells (Fig. 7B). These findings overall suggest that both tumor-intrinsic and tumor-extrinsic NR2F6 expression contribute to antitumor immunity in this context and determine the degree of tumor growth inhibition.

**Fig. 7.**
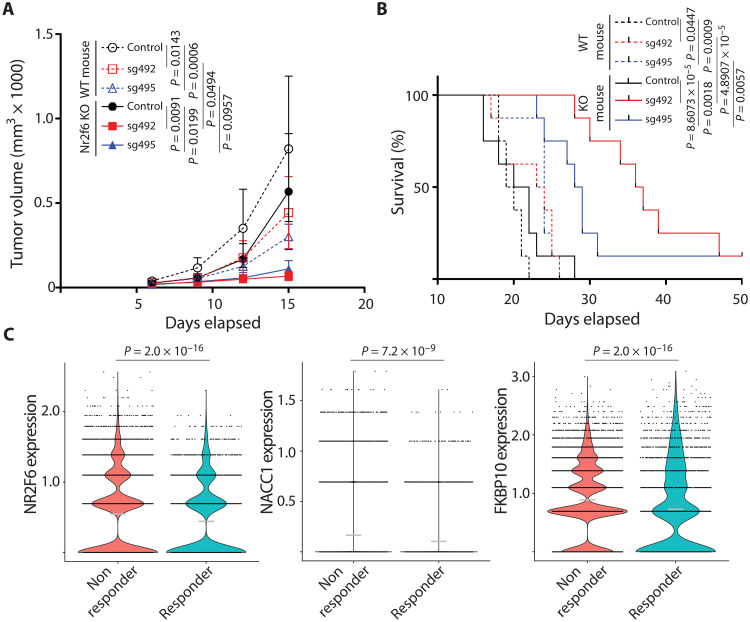
Combined tumor cell-intrinsic and cell-extrinsic NR2F6 loss synergize to inhibit melanoma growth. (**A** and **B**) B16F10 control (NR2F6 WT) or NR2F6 KO (sg492 and sg495) cells were used to inoculate C57BL/6 control (NR2F6 WT) or NR2F6 KO mice. Tumor volumes (A) and overall animal survival (B) were monitored at indicated time points. *n* = 8 mice for each group. (**C**) Violin plots compare the expression of NR2F6, NACC1, and FKBP10 in malignant melanoma cells from patients classified as ICT responders (*n* = 12) and nonresponders (*n* = 23). Each dot represents a single malignant cell, and gray horizontal lines are the mean expression in each group. Statistical significance was assessed by two-way ANOVA with Tukey’s test (A), log-rank test (B), or Wilcoxon test (C).

Important corroboration of our findings, tumor-intrinsic NR2F6, came from independent scRNA-seq analysis of human melanoma specimens: NR2F6, NACC1, and FKBP10 expression in malignant melanoma cells was significantly higher in samples from patients that are nonresponsive to anti–PD-1–based ICT (Fig. 7C). Given the correlation in melanoma specimens, we set to correlate NR2F6, NACC1, and FKBP10 expression with patients’ overall survival and response to ICT in other cancer types. scRNA-seq analysis of nonmetastatic primary breast tumors from patients subjected to a single dose of anti–PD-1 ICT revealed higher NR2F6 and FKBP10 expression in nonresponders [fig. S7A; denoted “nonexpanders” (NE)]. In this patient subset, NACC1 expression did not correlate with responses to ICT (fig. S7D) (*45*). Analysis of bulk RNA-seq data from the primary tumors of 224 pancreatic cancer patients showed that NR2F6 expression was highly correlated with NACC1 and FKBP10 expression (fig. S7, B and C). Within the same cohort, NACC1 and FKBP10 expression levels showed a significant inverse correlation with patient survival (fig. S7C), while NR2F6 expression did not (fig. S7C). In 64 non–small cell lung cancer specimens, NR2F6, NACC1, and FKBP10 expression was higher in tumors than in the adjacent normal tissues (fig. S7E), and high expression of these genes was correlated with poor survival of patients (fig. S7F). As in melanoma, NR2F6 expression was highly correlated with NACC1 or FKBP10 expression (fig. S7G). These observations points to a tissue-specific variation in the expression of NR2F6 and its effectors, NACC1, and FKBP10, in different cancer types. The latter is expected to influence NR2F6-driven tumor-intrinsic changes that determine tumor immune evasion capabilities.

## DISCUSSION

Deregulation of NR expression reportedly alters the tumor response to antitumor immunity. Here, we identify a previously undisclosed role for the orphan nuclear receptor NR2F6 in tumor-intrinsic control of immune evasion by melanoma cells, a function highly relevant to ICT effectiveness. NR2F6 expression in tumor cells was inversely correlated with that of IFN-γ signature genes and with overall melanoma patient survival, observations that led us to focus on NR2F6 among >40 candidate NRs. Our findings establish a tumor-intrinsic function for NR2F6 and identify NACC1 and FKBP10 as their downstream effectors in inhibiting antitumor immunity. *Nacc1* gene expression is likely regulated directly by NR2F6 binding to an intronic region, while FKBP10 regulation by NR2F6 may be indirect.

Inhibition of NR2F6 expression by either shRNA KD or CRISPR-mediated KO inhibited melanoma growth in immune-competent but not immune-incompetent mice, an outcome phenocopied by NACC1 and FKBP10 loss. Notably, analysis of melanoma patient data provided important support for our findings, revealing higher expression of NR2F6/NACC1/FKBP10 in nonresponders to ICT. Inhibition of NACC1 and FKBP10 in tumor cells enhances CD8^+^ T cell recruitment to limit tumor growth by a number of possibilities. Among them is the notion that NACC1 (aka NAC1) protein may serve as a scaffold between MAVS and TBK1 proteins, implicated in antiviral signaling, which could activate innate immunity (*46*). As a determinant of regulatory T (T_reg_) cell activity, NACC1 can also destabilize T_reg_, resulting in suppression of tolerance (*47*). Notably, NACC1 KO in B16-OVA tumors reportedly augments CD8 T cell infiltration by decreasing Lactate Dehydrogenase (LDHA) expression (*48*), which changes the TME. While this finding is consistent with the activation of antitumor immunity by NACC1 KD reported here, further studies are required to determine how NACC1 promotes tumor immune evasion depending on cell and tumor types. While a role for FKBP10 in regulating tumor immunity has not been reported, FKBP10 functions in collagen biogenesis, which likely affects TIL function, suggesting that remodeling of the extracellular matrix after FKBP10 down-regulation in NR2F6 KO melanoma may govern the degree and effectiveness of antitumor immunity (*49*–*51*).

NR2F6 and NACC1 function as transcriptional activators or repressors of target genes by forming homo- or heterodimers with another transcriptional regulator (*29*, *52*). In addition to a dimerization partner, a transcriptional coregulator often determines whether the target genes will be activated or repressed, which explains the possible disconnect between loss- and gain-of-function studies. The OE of NR2F6 WT did not promote tumor growth, while NR2F6 DNA binding mutant (MT) attenuated tumor growth. Along these lines, NR2F6 MT, but not WT, bound to the *Nacc1* gene and regulated *Nacc1* transcription. Likewise, OE of NACC1 did not rescue growth inhibition seen upon NR2F6 loss, suggesting that (i) additional genes/pathways may be required for rescued growth or (ii) NR2F6 loss cause irreversible changes (e.g., genome accessibility) that could not be rescued by NACC1 and FKBP10 expression. Further studies will be required to dissect the mechanisms underlying the control of NR2F6/NACC1 pathway components. Unlike NACC1, FKBP10 expression was not affected by NR2F6 loss in human melanoma cells. In agreement, NR2F6 expression did not correlate with FKBP10 expression in melanoma cells [quantitative reverse transcription polymerase chain reaction (qRT-PCR) and cancer cell line encyclopedia (CCLE)]. In contrast, FKBP10 expression was significantly correlated with NR2F6 expression in specimens from patients with melanoma, pancreatic, and lung cancer, suggesting the requirement of TME components for the NR2F6 control of tumor-intrinsic FKBP10 expression.

Of interest is the observation that while NR2F6 KD effectively induced immune cell infiltration, primarily by CD8^+^ T cells, which limited tumor growth, NR2F6 OE did not enhance tumor growth, suggesting either that additional cofactors are needed for NR2F6 function or that tumor-intrinsic NR2F6 activity depends on the availability of tumor-extrinsic factors. The latter is also plausible, given that a tumor-extrinsic role for NR2F6 in controlling antitumor immunity in two distinct autochthonous tumor models was reported in mice globally deficient in NR2F6 (*31*, *32*). Previous studies of graft models using subcutaneous injection of NR2F6-expressing WT tumor cells suggest that NR2F6 regulates immune system activities independently of its tumor cell expression (*32*). These findings suggest that NR2F6 has a function in the TME and the CD8^+^ T cells, as evidenced by the antitumor effect of acute lymphatic NR2F6 silencing before their adoptive transfer (*33*).

As noted, it was previously reported that NR2F6 global KO mice harboring mouse melanoma and colon cancer models showed enhanced responses to programmed death-ligand 1/PD-1 ICT relative to comparable WT mice (*32*). Here, we report that combined ablation of NR2F6 both globally and in the injected melanoma cells synergistically antagonized tumor growth in mice, suggesting that distinct albeit complementing activities enhance antitumor immunity. Future studies should address potential tumor-extrinsic factors that regulate the degree of antitumor immunity. Among candidates are nonimmune stromal components, which express higher NR2F6 levels than do immune cell subtypes (fig. S1, B and C). The latter finding is of interest given the role reported for stroma in controlling immune cell infiltration and activation (*53*, *54*). NR2F6 may control stromal cell activities in a way that affects the recruitment or activation of CD8^+^ T cells and promotes their ability to infiltrate tumors.

Could NR2F6 serve as a target for therapy? Such a strategy has been suggested by the Baier group who demonstrated the importance of NR2F6 as an intracellular immune checkpoint in effector T cells (*55*) and later showed that mice genetically deficient in NR2F6 and then inoculated with tumor cells exhibit relatively decreased tumor growth (*31*, *32*). Here, we add an important component to this equation by demonstrating that tumor-intrinsic NR2F6 expression is equally relevant and that combining tumor-intrinsic and -extrinsic NR2F6 ablation synergizes to block tumor growth. This finding justifies the development of NR2F6 inhibitors that could be administered systemically to target both tumors and the TME. Initial efforts to identify these compounds have been reported (*56*) and should gain more traction, given our findings reported here.

## MATERIALS AND METHODS

### Experimental models

All studies conducted in mice were approved by the Institutional Animal Care and Use Committee of Sanford Burnham Prebys Medical Discovery Institute (AUF#21-032). Murine melanoma (B16F10 and YUMM1.7), breast (4T-1), lung (LLC), and pancreatic ductal adenocarcinoma (KPC) cancer cells were injected subcutaneously (2.0 × 10^5^ B16F10 or 1.0 × 10^6^ YUMM1.7 cells; 1.0 × 10^6^ 4T-1 cells; 1.5 × 10^6^ LLC cells) into the lower right flank of 6- to 8-week-old male C57BL/6 (B16F10, YUMM1.7, YUMMER1.7, and LLC), female Balb/C (4T-1), NSG (B16F10 and YUMM1.7), or NR2F6 KO (*32*) mice. Tumor growth was monitored weekly using calipers. At indicated time points, tumors were collected, weighed, and assessed for immune phenotypes using flow cytometry. To assess the tumor response to immune checkpoint antibodies, mice were grafted with B16F10 (2.0 × 10^5^ cells, s.c.) cells and treated with 200 μg per mouse anti-CD279 (PD-1) [RMP1-14 (BE0146, Bio X Cell)]. Antibodies were injected (intraperitoneally) three to five times (every 3 days starting at indicated dates). To assess the percent survival of animals, mice bearing tumors exceeding 2000 mm^3^ were defined as “dead.”

### Analysis of cancer gene expression and patients’ clinical outcomes

To correlate the expression of 48 NRs with IFN-γ-signature genes (*16*), mRNA expression data (*z* scores relative to diploid samples) of NR genes in The Cancer Genome Atlas datasets (bulk RNA-seq) were downloaded from cBioPortal. Spearman’s correlation coefficients assessing the expression of NRs and IFN-γ signature genes were calculated. A corresponding heatmap based on correlation coefficients and *P* value data was plotted using Prism 7.0 or 9.0 software (GraphPad).

The IFN-γ index for each patient sample was calculated as an average rank percentile of 10 IFN-γ signature genes in a total of 443 samples. On the basis of those values, groups of patients with an index of >75% or <25% were selected for further analysis of correlation with overall survival, which was obtained from cBioPortal. The correlation of IFN-γ index with patient’s survival was assessed by Kaplan-Meier survival analysis using Prism 7.0 or 9.0 (GraphPad), as was the correlation of patient overall survival with NR expression. Briefly, two groups of patients, those in the 25th and 75th quartiles of NR expression, were compared by Kaplan-Meier survival analysis. NRs with a significant *P* value in the log-rank (Mantel-Cox) test were plotted in the heatmap as associated with either favorable or unfavorable overall survival.

Patient response to ICT and corresponding NR expression in malignant cells was plotted using published data and analyses (Single Cell Portal, singlecell.broadinstitute.org/single_cell). To assess NR expression in each cell type in melanoma tumors, we downloaded scRNA-seq data [GSE72056; (*57*)] and calculated the percent expression of each NR in different cell types by dividing the number of cells expressing that NR by the total cell count.

The RNA-seq data of human melanoma cell lines (CCLE; Cancer Cell Line Encyclopedia) were downloaded from DepMap (www.depmap.org) and used to assess NR2F6, NACC1, and FKBP10 expression. The expression data (RNA-seq) of NR2F6, NACC1, and FKBP10 in human PDX tissues were provided by M.H. (The Wistar Institute). The bulk RNA-seq data from 224 primary tumors of patients with pancreatic cancer and corresponding survival data (https://doi.org/10.1101/2022.05.04.490552) were provided by R.S. (Oregon Health Science University). The scRNA-seq data of human breast cancer (nonmetastatic primary invasive carcinoma) from 29 patients treated with one dose of anti–PD-1 ICT approximately 9 ± 2 days before surgery was previously reported (*45*).

### RNA-seq analysis

RNA samples were prepared from bulk tumors, MACS-sorted tumor cells, and cultured cells for gene expression analysis. To purify tumor cells from bulk tumor tissue, collected B16F10 tumors were minced, chopped, and incubated in collagenase D solution [0.1% (w/v) collagenase D, 0.5% (w/v) bovine serum albumin (BSA), and deoxyribonuclease (DNase) (100 μg/ml) in phosphate-buffered saline (PBS)] for 1 hour at 30°C. A single-cell suspension was obtained using a cell strainer (70 μm; Falcon). Tumor cells were purified by depletion of stromal cells using a Tumor Cell Isolation kit (Miltenyi Biotech). The purity of isolated tumor cells was validated by fluorescence-activated cell sorter (FACS) using a CD45 antibody. RNA from bulk tumors, MACS-sorted tumor cells, and cultured cells were purified using a GenElute total RNA purification kit (Sigma-Aldrich).

For library construction, polyadenylate [poly(A)] RNA was isolated using NEBNext Poly(A) mRNA Magnetic Isolation Module, and bar-coded libraries were constructed using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB, Ipswich, MA). Libraries were pooled and sequenced from a single end (1X75) on an Illumina NextSeq 500 system using the High Output V2 Kit (Illumina Inc., San Diego, CA) at a sequencing depth of 23 to 31 million reads. Raw reads were trimmed to remove Illumina TruSeq adapters and poly(A)/poly(T) sequences using Cutadapt version 2 (*58*). Reads were then aligned to mouse genome version mm10 and Ensembl gene annotations version 84 using STAR version 2.7.0d_0221 and alignment parameters from ENCODE long RNA-seq pipeline (https://github.com/ENCODE-DCC/long-rna-seq-pipeline). We obtained gene level estimated counts and transcripts per million using RSEM version 1.3.1. FastQC version 0.11.5 (www.bioinformatics.babraham.ac.uk/projects/fastqc/) and MultiQC version 1.8 were used to assess the quality of trimmed reads and alignment to genome/transcriptome. Genes expressed at low levels were removed from downstream analysis by selecting those with RSEM estimated counts equal to or greater than five times the total number of samples. Differential expression comparisons were performed using the Wald test implemented in DESeq2 version 1.22.2. Genes with Benjamini-Hochberg corrected *P* value < 0.05 and fold change ≥ 1.5 or ≤ −1.5 were identified as differentially expressed. Pathway analysis was performed using Ingenuity Pathway Analysis (QIAGEN, Redwood City, USA).

The scRNA-seq dataset of human metastatic melanoma samples was analyzed as outlined [(*59*); www.biorxiv.org/content/10.1101/2022.08.11.502598v1]. NR2F6, NACC1, and FKBP10 expression was compared between anti–PD-1 therapy responding (*n* = 12) and nonresponding (*n* = 23) patients using the Wilcoxon signed rank test. Samples acquired from patients either before or after treatment were grouped.

A total of 64 non–small cell lung cancer cases stage 1A or 1B (tumor and normal adjacent tissue) were analyzed for NR2F6 and its downstream effectors NACC1 and FKBP10 gene expression. The diagnosis of lung cancer was pathologically determined. A pathologist performed tumor staging using the seventh edition of the *AJCC’s Cancer Staging Manual*. Written informed consent or waiver of consent was obtained for experimentation with all the enrolled participants. This study was approved by the appropriate Institutional Review Boards and conducted in accordance with the Declaration of Helsinki. All total RNA-seq samples were pooled and sequenced on NovaSeq 6000 S2 using Illumina Stranded Total. The gene expression quantification analysis was performed for all samples using STAR/RSEM tools. Expression counts were transformed to log_2_ CPM (counts per million reads) for analysis. Scatter plots and box plots were created using the ggscatter and ggboxplot functions respectively from the ggpubr package in R. Kaplan-Meier plots were generated using the survival (v3.5-5) and survminer (v0.4.9) package with ggplot2 (v3.4.1). All statistical tests were implemented in R (v4.2.2) and RStudio (v2022.12.0+353).

### Plasmid construction and mutagenesis

DNA plasmids were constructed using the pLX302 and pLX304 Gateway system (Addgene, #25890). Briefly, PCR-amplified mouse *Nr2f6*, *Nr1h3*, and *Nr3c1* cDNAs were cloned into the lentiviral Gateway Vector using LR clonase II and a pENTR-D-TOPO cloning kit (Thermo Fisher Scientific). Mutant Nr2f6 (C112S) incapable of binding DNA was generated by introducing point mutations into the pENTR-Nr2f6 construct using the QuikChange II XL Site-Directed Mutagenesis Kit (Agilent). Inserts were subsequently cloned into pLX304 (lentiviral) expression plasmids. shRNA clones harboring a blasticidin resistance gene were generated by cloning validated oligonucleotides into the Eco RI/Age I sites of pLKO.1-Blast (Addgene, #26655). Gene-specific shRNA lentiviral vectors with a pLKO.1 backbone were purchased from Sigma-Aldrich.

For NACC1 and FKBP10 OE, mouse *Nacc1* was cloned into pLX304 expression plasmids using the Gateway Cloning system. Briefly, PCR-amplified mouse *Nacc1* cDNA was cloned into pENTR-D-TOPO, which was subsequently cloned into pLX304. For *Fkbp10*, PCR-amplified mouse *Fkbp10* cDNA was cloned into pLV lentiviral plasmids using Eco RI/Xho I sites.

### Production and infection of viral particles

Lentiviral particles were prepared using standard protocols. Briefly, HEK293T cells were transfected with lentiviral plasmid and the second-generation packaging plasmids psPAX2 (Addgene, #12260) and pMD2.G (Addgene, #12259) using CalFectin (SignaGen) or JetPrime (Polyplus). Viral supernatants were collected 48 hours later, filtered using a syringe filter (0.45-μm pore size), and concentrated by centrifugation (13,000*g* for 2 hours). Titrated viral particles and polybrene (8 μg/ml; Sigma-Aldrich) were applied to cultures (2 × 10^5^ cells per well in six-well plates) and subjected to spinoculation (1500*g* for 30 min) to infect melanoma cells. The efficiently infected cells were selected in cultures containing either puromycin (1 to 1.5 μg/ml; InvivoGen) or blasticidin (5 to 10 μg/ml; InvivoGen), as appropriate.

### Gene silencing

To knock down genes, pLKO.1clones for respective genes were purchased (Sigma-Aldrich). pLKO.1 clones for each gene were as follows: Nr2f6 (TRCN0000026194, TRCN0000026226, TRCN0000033660, TRCN0000033661, TRCN0000033662, and TRCN0000033663), Nacc1 (TRCN0000071334 and TRCN0000071336), and Fkbp10 (TRCN0000339486 and TRCN0000111876). For double KDs, oligonucleotides of the same sequence (TRCN0000111876) were cloned into pLKO.1-blast (Addgene, #26655). Cells transduced were selected in culture containing puromycin (InvivoGen) or blasticidin (Gibco).

To knock out Nr2f6 using CRISPR, Nr2f6-specific sgRNAs (Thermo Fisher Scientific, CRISPR553495_SGM and CRISPR553492_SGM) were labeled with Cy3 using a Label IT kit (Mirus). B16F10 cells were transfected with labeled sgRNAs and Cas9 protein (Thermo Fisher Scientific) using CRISPRMax Cas9 transfection reagent (Thermo Fisher Scientific). Cells were collected after 24 hours of culture and subjected to FACS sorting to isolate Cy3^+^ cells. Nr2f6 KO was validated by immunoblotting and subsequent sequencing of regions targeted by sgRNAs.

### Assessment of cell growth in culture

The growth of cultured cells was measured by assessing adenosine 5′-triphosphate content of viable cells using CellTiter-Glo (Promega). Briefly, 2000 to 2500 cells were placed into 96-well plates with clear bottoms (Nunc), CellTiter working solution was added to wells, and luminescence was measured with a CLARIOstar microplate reader. Luminescence at days 1 and 3 was calculated as a fold difference relative to luminescence at day 0.

### Immunoblotting

Immunoblotting samples were processed using standard protocols with slight modifications. Briefly, cells were lysed by incubation in radioimmunoprecipitation assay (RIPA) buffer with 0.1% SDS [50 mM tris-HCl (pH 7.4), 1% (v/v) NP-40, 0.1% (w/v) sodium deoxycholate, 0.1% (w/v) SDS, 150 mM NaCl, 1 mM EDTA, and a protease/phosphatase inhibitor cocktail (Thermo Fisher Scientific)] and three freeze-thaw cycles. Tumor tissues were lysed by incubation in RIPA buffer with 0.5% SDS [50 mM tris-HCl (pH 7.4), 1% (v/v) NP-40, 0.1% (w/v) sodium deoxycholate, 0.5% (w/v) SDS, 150 mM NaCl, 1 mM EDTA, and a protease/phosphatase inhibitor cocktail (Thermo Fisher Scientific)] followed by homogenization using a Tissuemiser (Thermo Fisher Scientific). Lysates were boiled in Laemmli buffer before separation on SDS–polyacrylamide gel electrophoresis and then transferred to a polyvinylidene difluoride membrane. Membranes were incubated with blocking solution [TBS (tris-buffered saline); 10 mM tris-HCl (pH 8.0) and 150 mM NaCl)] containing 0.1% Tween 20 and 5% nonfat milk followed by incubation with appropriate primary antibodies overnight at 4°C. Membranes were washed with TBS and incubated 1 hour at room temperature with secondary antibody [Alexa Fluor 680–conjugated goat anti-rabbit, goat anti-mouse, and donkey anti-goat (Life Technologies) or IRDye 800–conjugated goat anti-mouse (Rockland Immunochemicals)] or horseradish peroxidase (HRP)–conjugated anti-mouse or anti-rabbit IgG antibodies (Cell Signaling Technology). Bands on blots incubated with fluorescent antibodies were visualized and quantified using an Odyssey Infrared Imaging System (LiCoR Biosciences). Bands with HRP activity were visualized using a ChemiDoc Imaging system (Bio-Rad) after incubating blots with West Pico plus Chemiluminescent substrate (Thermo Fisher Scientific) or Immobilon Forte Western HRP substrate (Millipore). The following antibodies were used to detect indicated proteins: NR2F6 (60117-1-Ig and 60117-2-Ig, Proteintech), NAC1 (#4183 and #4420, Cell Signaling Technology), FKBP10 (12172-AP, Proteintech), and V5-tag (7/4, BioLegend).

### Immunofluorescent

Paraffin tumor sections were prepared following routine protocols for immunohistochemistry. Sections were stained with anti-CD8α (1:500 dilution; Abcam, EPR21769) and then with the secondary antibody conjugated with Alexa Fluor 568 (1:500 dilution; Invitrogen). Nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI) (Vector Laboratory). Immunofluorescence-stained slides were visualized with a fluorescent microscope aided by Slidebook software (Olympus). The number of CD8^+^ cells was counted in randomly picked four fields of each slide. The number of CD8^+^ staining was directly counted or quantified using the particle analysis tool of ImageJ software (National Institutes of Health). The percent abundance of CD8^+^ staining was calculated by normalizing CD8^+^ count to the DAPI^+^ count.

### RNA extraction and qPCR

Total RNA was purified from cells with GenElute (Sigma-Aldrich), a PureLink RNA kit (Invitrogen), or a Quick-RNA kit (Zymo Research). Purified RNA was reverse-transcribed using a high-capacity cDNA synthesis kit (Applied Biosystems). qPCR was carried out with a CFX Connect Real-Time PCR Detection System (Bio-Rad) using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad). The sequences of primers used were as follows: 18*S* ribosomal RNA (internal control for normalization (5′-GTAACCCGTTGAACCCCATT-3′; 5′-CCATCCAATCGGTAGTAGCG-3′), mouse Nr2f6 (5′-GAGGACGATTCGGCGTCAC-3′; 5′-GTAATGCTTTCCACTGGACTTGT-3′), human NR2F6 (5′-GAGCGGCAAGCATTACGGT-3′; 5′-GGCAGGTGTAGCTGAGGTT-3′), mouse Nacc1 (5′-GCGGCTACAGGGACTATACTG-3′; 5′-CCGGAAGTAAGAGCTACTAGCG-3′), Human NACC1 (5′-CTGGCTCCTACCACAATGAGG-3′, 5′-TGGCCGACGTTCATCATGC-3′), mouse Fkbp10 (5′-TACTGCCGTTGCTGTTGCTT-3′; 5′-GGGATGTGGTATCTCTCGATGAC-3′), Human FKBP10 (5′-TACAGTAAGGGCGGCACTTAT-3′; 5′-GAGGACGTGAAAGACCAGCG-3′), and mouse Cxcl10 (5′-CCAAGTGCTGCCGTCATTTTC-3′; 5′-GGCTCGCAGGGATGATTTCAA-3).

### Immune phenotyping of tumors using flow cytometry

To assess immune phenotypes of TILs, B16F10 tumors were collected at indicated times and then chopped and incubated in collagenase D solution [0.1% (w/v) collagenase D, 0.5% (w/v) BSA, and DNase (100 μg/ml) in PBS] for 1 hour at 30°C. A single-cell suspension was obtained using a cell strainer (70 μm; Falcon). Total cells were counted and a fraction (2 × 10^6^) of cells in FACS staining buffer [PBS (pH 7.4) containing 1% fetal bovine serum] was treated with the following sets of antibodies (1:200 dilution): cocktail 1 {CD45.2 (AF700), CD8 [allophycocyanin (APC)], CD4 (BV605), CD44 (APC/Cy7), CD25 [fluorescein isothiocyanate (FITC)], and purified CD16/32}, cocktail 2 {CD45.2 (AF700), MHCII (PB), CD11C (APC), CD11b (APC/Cy7), GR1 [phycoerythrin (PE)], F4/80 (FITC), NK1.1 (BV605), B220 (PE/Cy7), and purified CD16/32}, cocktail 3 [CD45.2 (AF700), CD8 (FITC), CD4 (BV605), CTLA4 (Peridinin-Chlorophyll-Protein/Cy5.5), LAG3 (PE), PD-1 (APC), and TIM-3 (PE/Cy7)], cocktail 4 [CD45.2 (AF700), CD8 (BV421), PD-1 (APC), and TIM-3 (PE/Cy7)], cocktail 5 [CD45.2 (AF700), CD11c (APC), MHCII (PB), CD8a (BV421), XCR-1 (PE), CD4 (BV605), and CD11b (APC/Cy7)], cocktail 6 {CD45.2 [(AF700), CD11b (APC/Cy7), Gr1 (FITC), Ly6C (PE/Cy7), Ly6G (PE), and F4/80 (APC/Cy7)]}, and cocktail 7 {CD45.2 [(AF700), CD11b (APC/Cy7), F4/80 (FITC), CD38 (BV421), Ly6C (PE/Cy7), and Ly6G (PE)]} for 20 min at 4°C. All antibodies were from BioLegend, except TCF1 (BD Biosciences). Stained cells were fixed in 1% formaldehyde (Sigma-Aldrich) in PBS (pH 7.4) for 15 min at 4°C and analyzed with BD LSRFortessa (BD Biosciences) flow cytometry. To stain intracellular and nuclear markers, cells were fixed with Foxp3 fix/permeabilization kit (eBioscience) and then treated with the following set of antibodies [TCF1 (FITC), EGR2(APC), or CD206 (BV605)]. To assess intracellular cytokines in infiltrated CD4^+^ and CD8^+^ cells, a fraction (2 × 10^6^) of cells prepared from tumors were stimulated with phorbol 12-myristate 13-acetate (10 ng/ml)/ionomycin (0.5 μg/ml)/brefeldin A (1 μg/ml) for 16 hours. Cells were stained with a cocktail of antibodies for surface markers [CD45.2 (AF700), CD4 (BV605), and CD8 (APC)] followed by staining with intracellular cytokine antibodies [IFN-γ (APC), TNFα (FITC), and IL-2(PE)]. Cell type abundance was calculated as a percentage of CD45^+^ cells.

### CD8 T cell depletion

Mice were treated with anti-CD8^+^ antibody {2.43 (BE0061, Bio X Cell) or control IgG (200 μg per mouse) [rat IgG2b (BE0090, Bio X Cell)]}. Antibodies were injected (intraperitoneally) every 3 days starting 1 day before tumor cell inoculation. Depletion efficiency was assessed using flow cytometry of blood samples collected on day 8 after tumor inoculation.

### Chromatin immunoprecipitation qPCR

Putative regulatory regions for NR2F6 binding on the *Nacc1* and *Fkbp10* genes were predicted using ReMap2022 (remap2022.univ-amu.fr). Specific primers for each region were designed and assessed by qPCR following validation for amplicon size using agarose gels.

For ChIP analysis, protein-crosslinked DNA fragments were immunoprecipitated using the Magna ChIP Kit (Millipore). For immunoprecipitation, ChIP-validated antibodies were used for NR2F6 (*60*) (H9929A, Perseus Proteomics), RNA polymerase II (Rbp1, 4H8, Cell Signaling Technology), and acetyl-H3K27 (D5E4, Cell Signaling Technology). Purified DNA fragments were then assessed by qPCR using region-specific primers. The relative abundance to input (5% of preimmunoprecipitation) was calculated. The sequence of primers used was as follows: R1-1 for Nacc1 (5′-GGGGAGCAGGTTAGGAAAAC-3′; 5’-AGTTGGCCAAGGTGTCAGAG-3′), R1-2 for Nacc1 (5′-TTTTGCTTTGCCTGGACTTT-3′; 5′-CCCTTCCAAAACAAGGAACA-3′), R2 for Nacc1 (5′-AGGTGTATTGCCTGGACTGC-3′; 5′-CAAAACCCCAACCAATCATC-3′), R3 for Nacc1 (5′-GGGCCACAGACTGTCGTATT-3′; 5′-GATCAGTGCTGGGGGATAGA-3′), R4 for Nacc1 (5′-GGCAAGAAGACCAAGACTCG -3′; 5′-CCTCACAGCCATGCCTTTAT-3′), R1-1 for Fkbp10 (5′-GCAAAGTGGACGAAGTCACA-3′; 5′-CGGGGTAACAAGAGGTGTGT-3′), R1-2 for FKBP10 (5′-CCGTTGCTGTTGCTTCTACA-3′; 5′-CTGGAAGCTCAGGAAAGTGG-3′), R2-1 for FKBP10 (5′-TGCTTATCTGTCCCGTTTCC-3′; 5′-GACACACATGCCCATGAGAC-3), and R2-2 for FKBP10 (5′-AGACTGAGGGGCACTCTGAA-3′; 5′-GGACAGCAATCTCAGGGGTA-3).

### Statistical analysis

Statistical analyses were performed using Prism software (version 7.00, GraphPad). For the comparison of the means of two groups with normal (or approximately normal) distributions, an unpaired *t* test was applied. In multiple *t* tests between two groups, adjusted *P* values were computed using the Holm-Sidak method. The statistical significance of gene expression levels in two cell populations based on scRNA-seq data was determined by Wilcoxon-signed rank test. To compare means between >2 groups, we used one-way analysis of variance (ANOVA) with multiple comparison corrections (Dunnett’s test). For animal experiments, we used two-way ANOVA (time and treatment) with Dunnett’s, Tukey’s, or Sidak’s multiple comparison test. For Kaplan-Meier plots to compare overall survival, we used a log-rank (Mantel-Cox) test to determine the significance of differences between groups.

How the deposited data were processed for this re-analysis (not part of the article)

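RNA-seq libraries of B16F10 melanoma were used from bulk tumors, tumor cells sorted from tumors with magnetic beads after collagenase digestion, and cultured cells. Each sample type had 2 libraries each of control, sg492 and sg495, 18 libraries in all. A further 5 libraries carry the labels NR2F6 wild type with IgG control (2) or anti-PD1 (3); the paper's text describes no RNA-seq of such samples, and they were mapped from their labels alone. Replicate numbers are those of the labels. The text does not state that libraries with the same number were prepared together, so no replicate block was fitted except as an alternative.

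The authors trimmed adapters with Cutadapt, aligned reads to mm10 with STAR and Ensembl annotation, and quantified genes with RSEM. They deposited 1 table of TPM (expression scaled for gene length and library) for 47643 genes and 23 libraries, to 2 decimals. The TPM of a library add up to between 999999 and 1000001. The authors' own test was the Wald test of DESeq2 on RSEM's estimated counts after a filter on low counts. Estimated counts were not used here, so neither that test nor that filter was repeated, and no interval or smallest detectable share could be derived from a depth. The depth of each library is unknown from TPM. Between 11925 and 13899 genes per library of the 3 sample types had at least 1 TPM, and mitochondrial genes took between 2.56% and 8.02% of the TPM.

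TPM were used as deposited, as log2(TPM + 1). For each sample type, genes with a mean of at least 1 TPM over its 6 libraries were kept, and a model with 1 mean per group was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an expression trend). Each guide was compared with control. All tests are 2-sided. P-values were adjusted by the Benjamini-Hochberg method over the genes of a comparison, and a gene was called at an adjusted p below 0.05 and a fold change of at least 1.5. Differences of the sg495 effect between sample types were tested as interaction contrasts in a model of all 18 libraries. The IgG and anti-PD1 libraries were compared in a model of their own.

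Ingenuity Pathway Analysis was not used. In its place, 9 lists of genes were written by hand: the IFN-γ signature of the paper in mouse symbols, interferon-stimulated genes, and genes of T cells, cytotoxic granules, B cells, leukocytes, fibroblasts, endothelial cells and melanocytes. Lists with at least 3 tested genes were tested with limma's camera, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 32 tests. Camera compares a list with the other genes and does not use the spread of the list between libraries; fry, which does, was run as an alternative. Separation of a guide from control was measured on the 500 most variable genes of a sample type.

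Gene positions and types came from GENCODE M21 on GRCm38, the same build as mm10 but another annotation release than the authors'. It holds 47224 of the genes of the table, or 99.1%. A total of 118 gene symbols stand for more than 1 gene, and genes were therefore followed by their Ensembl identifiers. The genes named were every gene the paper names from this experiment, the 10 IFN-γ signature genes, 3 other candidate receptors, the members of the lists, and, for each sample type, the 3 largest log2 fold changes in each direction among genes called for sg495 with both sg495 libraries beyond both controls. Any other gene is named with a statement that it was chosen after its values were seen. Results for some of these genes are not reported here.

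The procedure was tested on simulated data made from these libraries. The changes counted were 2-fold and 4-fold, and the noise was drawn for each gene independently at the spread of the fit. With 2 libraries per group, 84.7% of the changed genes were called in bulk tumors, 82.9% in sorted tumor cells and 96.9% in cultured cells. Of the calls, 6.36%, 4.35% and 6.83% were on unchanged genes. Of the 2-fold genes alone, 74.3%, 77.0% and 96.1% were called. Power for changes below 2-fold, or under variation that genes of a tumor share, cannot be read from this. With no gene changed, 0, 1 and 0 genes were called among 13206, 12501 and 11828. In the interaction, 86.3% of the changed genes were called.

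Alternatives were a pseudocount of 0.1, no expression filter, a mean of at least 5 TPM, median-of-ratios scaling, quantile normalization, a replicate block, a fit of 2 groups only, a fit of all 18 libraries, no fold threshold, eBayes without a trend, fry in place of camera, each library left out in turn, and all genes in place of the 500 most variable. Centering of chromosome 8 and a replicate block with the numbers of the sg492 bulk tumors exchanged were added after the data had been seen. Other numerical work and the plots used Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.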

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

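The tests of whole-chromosome copies, of leukocyte RNA scaled by genes absent in culture and of the share of tumor cells in the anti-PD1 libraries were chosen only after the result was seen. The tests of chromosome 8 after centering, under other scalings and against matched genes were chosen after its shift had been seen but before their own results, and the comparison of the chromosome on either side of Nr2f6 after the fold changes of Nr2f6 and Nacc1.

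The effect of sg495 differed between sample types for many genes. Tested as a difference of effects, it differed for 231 genes between bulk tumors and cultured cells and for 330 between sorted tumor cells and cultured cells, at a limma adjusted p below 0.05 and a fold of at least 1.5. The model behind these counts shares 1 spread per gene over the 3 sample types, although they differ in spread. The SD of the log2 difference between 2 libraries of a group was 0.407 to 0.424 in bulk tumors, 0.404 to 0.523 in sorted tumor cells and 0.315 to 0.326 in cultured cells. Interferon-stimulated genes are among those that differ, and 3 technical explanations were tested. Leukocytes left after sorting would raise leukocyte genes. The 5 leukocyte genes tested in sorted tumor cells had a median log2 fold change of 0.279, but most of them also pass the filter in cultured cells, so this value cannot tell residual leukocytes apart from expression by melanoma cells. A further test took the 13 leukocyte genes listed at 0 in every cultured library. They added up to 1.35 TPM in sg495 sorted tumor cells and 0.26 TPM in control, against 526 TPM in sg495 bulk tumors, so a trace of leukocyte RNA was present and higher with sg495. If the leukocytes left had the mix of the bulk tumor, they could bring 0.446% of the rise of the summed interferon-stimulated genes, which was 2572 TPM. With the highest share left of any of the 13 genes, they could bring 2.34%, which goes against that explanation unless the cells left differ in kind from those of the bulk tumor. The scaling of TPM was also tested. The smallest median of the interferon-stimulated genes in sorted tumor cells under another scaling was 1.78, so scaling goes against being the cause. A different share of tumor cells in the pieces of bulk tumor would lower melanocyte genes and raise fibroblast and endothelial genes. In sg495 bulk tumors the melanocyte genes had a median of −0.000919, the fibroblast genes of 0.705 and the endothelial genes of 0.184, against replicate SDs of 0.0518, 0.277 and 0.0781. These 3 values leave a difference in stromal content open. The summed interferon-stimulated genes rose by 2501 TPM in bulk tumors, about as much as in sorted tumor cells, so tumor cells alone could supply the rise. For sorted tumor cells, a response of the melanoma cells to interferon in the tumor remains as a hypothesis. Depth, which TPM do not show, and differences between single tumors, of which there were 2 libraries per group, could not be tested. Within the sg495 libraries, an effect of Nr2f6 cannot be told apart from that of other genes of chromosome 8, although in bulk tumors with sg492 the interferon-stimulated genes rose by 1.02 while chromosome 8 had a median of 0.03.

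Genes of chromosome 8 were lower with sg495 in all 3 sample types, a pattern the paper does not report. Their median log2 fold change minus that of the other autosomes was −0.316 in bulk tumors, −0.317 in sorted tumor cells and −0.342 in cultured cells. Each of the 6 sg495 libraries showed it, with differences from −0.35 to −0.30. The 12 control and sg492 libraries lay between −0.0238 and 0.00942, where each control is measured against the mean of the 2 controls. The smallest ratio of the shift under another scaling to the shift with TPM as deposited was 0.991, but a scaling of whole libraries cancels in a difference between chromosomes, so this value decides nothing. GC content, gene length and expression level go against being the cause. Lists of other autosomal genes matched for all 3 had a median of 0.0120 in cultured cells, and 0 of 10000 lists were as low as chromosome 8 in any sample type, where 0.0001 is the smallest share the draws can show. Loss of the end of the chromosome beyond Nr2f6 would leave a step at Nr2f6. The median of genes on the telomeric side minus that on the centromeric side was 0.0196 in cultured cells. The medians of the 2 sides were −0.260 and −0.233 in bulk tumors and −0.347 and −0.344 in sorted tumor cells. Both sides were lower in each sample type, which goes against such a loss. A candidate explanation that remains is fewer copies of the whole chromosome in the sg495 cells, or in part of them. All 30 stretches, 10 in each sample type, had a median below those of every other autosome. That test was chosen after the chromosome-wide shift had been seen, and no DNA was measured, so it stays a hypothesis. Whether such a change came from the editing or from the choice of cells was not tested.

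Interferon-stimulated genes were also higher in bulk tumors with sg492, for which the paper reports no gene lists. Their median log2 fold change was 1.02 in bulk tumors, with 47 of 47 genes higher (camera adjusted p = 1.69e-29, and from 1.71e-37 to 0.151 over its alternatives). In the sorted tumor cell libraries labeled sg492, in which Nr2f6 was not lower, it was 0.435, with 37 of 42 genes higher (adjusted p = 8.20e-06). The groups overlapped there, since the second of these libraries had a median of 0.21 over the mean of the controls and the first control 0.30, and with each library left out in turn the median ran from 0.08 to 0.68. With fry, the adjusted p was 0.151 and 0.412. In bulk tumors, a difference in stromal content is again open, since the leukocyte genes had a median of 0.59 with 21 of 21 higher. No separate explanation was tested for these libraries, and no biological reading is offered.

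Interferon-stimulated genes were lower on average in the anti-PD1 libraries than in the IgG libraries, samples on which the paper's text does not report. Their median log2 fold change was −0.810, with 0 of 47 genes higher (camera adjusted p = 1.63e-09). At the level of genes, 0 were called, and 964 of 13418 had an unadjusted p below 0.05. Melanocyte genes were higher, with a median of 0.832 and 12 of 12 genes higher. A larger share of tumor cells in the anti-PD1 samples would go with this, and leukocyte genes were lower in them (median −0.48, 1 of 22 higher). Mitochondrial genes took 21.9%, 8.63% and 16.6% of the TPM with anti-PD1, against 10.2% and 11.4% with IgG. Whether that uneven share bears on the lists was not tested. The 3 anti-PD1 libraries were far from uniform: Ptprc had 86.7, 168 and 251 TPM, against 162 and 273 TPM in the IgG libraries. The groups overlapped for the lists too. Interferon-stimulated genes had medians of 16.3, 48.2 and 71.7 TPM with anti-PD1, against 52.7 and 97.2 TPM with IgG. Melanocyte genes had medians of 156, 174 and 108 TPM with anti-PD1, against 116 and 37.2 TPM with IgG. The set tests on these libraries were chosen after seeing the data, and no biological explanation was tested.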

How the results depend on the processing

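The lists of genes, the thresholds and all alternatives below were chosen before the data were examined, except the centering of chromosome 8 and the exchanged replicate block. Where a count or median changed, the cause was not tested unless a value is given for it.

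With all 18 libraries in one fit, the counts with sg495 became 361 up and 34 down in bulk tumors, 250 up and 149 down in sorted tumor cells, and 57 up in cultured cells, and 6 up- and 8 down-regulated genes were shared by the 3 sample types. Of the genes called in sorted tumor cells, 78 up- and 34 down-regulated genes were called in this fit too. For the sorted libraries labeled sg492 it gave 9 up and 5 down, and for sg492 in cultured cells 0 down, with 582 genes at an unadjusted p below 0.05.

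With 2 groups only, 0 genes were down in bulk tumors with sg495 (1883 at an unadjusted p below 0.05) and 14 in sorted tumor cells. With sg492, 0 were up and 0 down in cultured cells (1118 at an unadjusted p below 0.05), and 1 up and 0 down in sorted tumor cells (1078). The effect of sg495 then differed between bulk tumors and cultured cells for 133 genes.

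Without the expression filter, bulk tumors had 0 up and 0 down with sg495 (2830 at an unadjusted p below 0.05), sorted tumor cells 2 up and 1 down, and cultured cells 52 up. The sorted libraries labeled sg492 had 0 up and 0 down (1454 at an unadjusted p below 0.05), and the difference of effects between sorted and cultured cells covered 211 genes. With sg495, the median of the IFN-γ signature became 0.93 in sorted tumor cells, where it ran from 0.93 to 6.27 over the alternatives, and 0 in cultured cells, that of the T cell genes in sorted tumor cells became 0.0817, and that of the leukocyte genes in sorted tumor cells 0.17, then at an adjusted p of 0.00501. With a mean of at least 5 TPM, bulk tumors had 1 gene up with sg495 and cultured cells 58, and the median of the leukocyte genes in cultured cells was −0.36.

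With a replicate block, bulk tumors had 0 up and 0 down with sg495 (1909 at an unadjusted p below 0.05), and 12 genes were down in sorted tumor cells. With sg492, cultured cells had 0 up and 0 down (1140) and sorted tumor cells 0 up and 0 down (880). The anti-PD1 libraries had 208 up and 306 down against IgG with the block, where the correlation of same-numbered deviations was 0.0851 across genes. In bulk tumors that correlation was −0.126 between control and sg492; with the numbers exchanged, an alternative chosen after seeing the data, 0 genes were still called for sg492 and 1076 had an unadjusted p below 0.05.

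With eBayes without a trend, 0 genes were down in bulk tumors with sg495 (2134 at an unadjusted p below 0.05), and 46 were up and 7 down in sorted tumor cells. With sg492, 0 were up and 1 down in cultured cells (1205), and 0 up and 0 down in sorted tumor cells (894). Without a fold threshold, sg495 gave 542 up and 900 down in cultured cells and 61 down in sorted tumor cells, sg492 gave 5 down in cultured cells, and the difference of effects between sorted and cultured cells covered 518 genes. With a pseudocount of 0.1, 24 genes were down in sorted tumor cells with sg495 and 1 was up in bulk tumors with sg492. With sg495, 19 genes were down in sorted tumor cells after median-of-ratios scaling and 25 after quantile normalization. With chromosome 8 centered, chosen after seeing the data, 9 were down in sorted tumor cells and 0 in bulk tumors, where 1918 genes had an unadjusted p below 0.05.

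Fry in place of camera was run only for a guide against control, not for differences of effects or the anti-PD1 libraries. For a guide against control, the adjusted p of each list that had been below 0.05 rose above it with fry. The exception was the IFN-γ signature in sorted tumor cells with sg495 (0.0115), and the medians were unchanged. In bulk tumors with sg495 the medians were 1.40 for the IFN-γ signature (adjusted p = 0.144), 1.16 for interferon-stimulated genes (0.149), 0.92 for T cell genes (0.152), 0.87 for leukocyte genes (0.149), 1.39 for cytotoxic genes (0.149) and 0.71 for fibroblast genes (0.151). In bulk tumors with sg492 they were 0.98 and 1.02 for the IFN-γ signature and interferon-stimulated genes (both 0.151), 0.59 for leukocyte genes (0.184) and 0.69 for cytotoxic genes (0.310). In sorted tumor cells, interferon-stimulated genes had 1.84 with sg495 (0.0578) and 0.44 in the libraries labeled sg492 (0.412), and in cultured cells −0.20 with sg495 (0.0900).

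Over the 4 fits that each left out 1 library, medians in bulk tumors ranged from 0.94 to 1.88 for the IFN-γ signature, 0.76 to 1.50 for interferon-stimulated genes and 0.45 to 1.23 for T cell genes with sg495, and from 0.56 to 1.45 and from 0.66 to 1.42 for the first 2 lists with sg492. The leukocyte genes in sorted tumor cells ranged from −0.00609 to 0.56 and the interferon-stimulated genes in cultured cells from −0.24 to −0.11, both with sg495. The sign also changed in these fits for the leukocyte genes in cultured cells (−0.25 to 0.33) and the T cell genes in sorted tumor cells (−0.41 to 0.00697), both with sg495. Among single genes with sg492, it changed for Fkbp10 in bulk tumors (−0.26 to 0.12), and in the sorted libraries labeled sg492 Cxcl10 (−0.22 and −0.07 to 0.47) and Nacc1 (−0.0284 to 0.0122, with 2 fits above 0).

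For 83 comparisons of single named genes, the adjusted p was set against the threshold used for calling genes. Without the filter it rose above that threshold in 25. With a replicate block it did so in 12, and without a trend also in 12. The number was 10 with 2 groups only, 7 with a pseudocount of 0.1 and 2 with median-of-ratios scaling. With all 18 libraries in 1 fit, the adjusted p fell below the threshold in 25 of 81 and rose above it in 4. Quantile normalization moved it across the threshold in 0 of 83, and a mean of at least 5 TPM in 0 of 65. These counts do not measure the size of a fold change. The separation from control was higher for both guides in each sample type when all genes replaced the 500 most variable. With sg495 it went from 0.841 to 0.993 in cultured cells and from 0.767 to 0.905 in bulk tumors. In 6 of 6 cases the move stayed within the limit set for it, a fixed 0.707 and not a spread of replicates. These ratios could hardly pass that limit, so this shows no stability. Depth limits none of these results in a way that can be shown, since TPM carry no counts.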

Differences from the paper's values

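The paper reports 361 up-regulated genes in bulk tumors with NR2F6 KO, and 3 were called here; it reports 57 down-regulated genes, and 1 was called here. Of the alternatives set before the data were examined, a fit of all 18 libraries gave 361 up-regulated genes, and none other closed the gap. For down-regulated genes in bulk tumors none closed it, the nearest being the same fit with 34.

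The paper reports 245 up- and 102 down-regulated genes in sorted tumor cells, and 78 and 38 were called here. The fit of all 18 libraries gave 250 and 149, within 1.5 times the paper's counts, and none of the other alternatives set before the data were examined closed either gap. The paper's 106 and 310 genes in cultured cells stand beside 88 and 244 here and do not differ by the same measure, but several alternatives do. Up-regulated genes were 57 in the fit of all 18 libraries, 52 without the expression filter, 58 with a mean of at least 5 TPM and 542 without a fold threshold. Down-regulated genes were 167 without the filter, 182 with a mean of at least 5 TPM, 900 without a fold threshold and 186 with chromosome 8 centered, an alternative chosen after seeing the data.

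The paper's diagrams show about 8 up- and about 9 down-regulated genes shared by the 3 sample types in Fig. 4A, read by eye, and 0 and 0 were shared here. In bulk tumors alone, 2135 genes had an unadjusted p below 0.05. The fit of all 18 libraries gave 6 and 8, and none of the other alternatives set before the data were examined gave any.

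The paper presents the genes of Fig. 4D as changed in all 3 sample types. Here none was called in bulk tumors, and only a fit of all 18 libraries called any there: Atmin, Cxcl10, Fam81a, Grik2, Hoxb9, Mbp, Nacc1, Nr2f6, Pnma2, Tinagl1, Tnfrsf19 and Vldlr. That fit also called, in sorted tumor cells, Fkbp10, Nr2f6, Pnma2, Tnfrsf19 and Vldlr, which were not called here. In cultured cells, Cxcl10 and Grik2 were called with a pseudocount of 0.1 or without a fold threshold, and Rgs7bp without the expression filter. Fkbp10 in bulk tumors was called under none of the alternatives run, with an adjusted p of 0.322 here and from 0.271 to 0.506 over the alternatives, and Cxcl10 in sorted tumor cells under none, with 0.240 here and from 0.0618 to 0.404.

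The paper states that sg495 separated from control better than sg492. That order held here in sorted tumor cells and cultured cells, but in bulk tumors the ratios were 0.767 and 0.765. With all genes in place of the 500 most variable, the paper's order held in bulk tumors too, at 0.905 and 0.809, while with a pseudocount of 0.1 it was 0.708 and 0.737. The paper states that patterns of expression were distinct between NR2F6 KO and control samples. For sg492 in cultured cells the ratio was 0.698, below the 0.707 that 2 groups drawn from 1 distribution give, and with all genes it was 0.745, above it.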

Other observations

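The test of a smaller loss of Nr2f6 mRNA with sg492 was chosen only after the result was seen. The reading of the test of an effect shared by both guides was changed after its result was seen, as said where it is given. So were the readings of Nr2f6 and Nacc1 after centering, of chromosome 8 under other scalings and of the leukocyte genes tested after sorting, all to open results. The others are timed as in the part on results for a closer look.

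Nr2f6 and Nacc1 lie on a chromosome that was lower as a whole with sg495, and 2 tests asked whether that shift could account for their decrease. After the chromosome's median was taken off, Nr2f6 in cultured cells had an adjusted p of 0.159, with a log2 fold change of −0.31. Nacc1 had an adjusted p of 0.0272 and a log2 fold change of −0.30. This test uses the spread between libraries and not that among the genes of the chromosome, so neither p settles whether the shift accounts for the decrease. The 2 genes lay about equally far below the chromosome, with 46 of 645 genes lower than Nr2f6 and 51 lower than Nacc1, and differed in standard error (0.114 and 0.0531). Nr2f6 was at −0.35 in both sorted tumor cells and bulk tumors, with 34 of 684 and 22 of 717 genes lower. In sorted and bulk tumors Nacc1 was above 0.05 after centering, at 0.0683 and 0.122. Atmin, also on chromosome 8, kept an adjusted p of 0.0342 in cultured cells, with −0.46. In sorted tumor cells, where it had been called, Atmin was then at −0.52 (adjusted p = 0.202), and in bulk tumors at −0.34 (0.209). Fkbp10 lies on chromosome 11, outside the shift.

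More genes were down- than up-regulated with sg495 in cultured cells, 244 against 88. The shift of chromosome 8 could account for 56 of the decreases, but 188 down-regulated genes lay outside it against 87 up-regulated, so the excess is not explained by chromosome 8 alone. For sorted tumor cells, 15 down- and 75 up-regulated genes lay outside it.

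Far fewer genes were called for sg492 than for sg495. One candidate explanation is a smaller loss of Nr2f6, and the log2 fold change of Nr2f6 with sg492 in cultured cells was −0.158 against −0.64 with sg495, in line with it. Other explanations, chromosome 8 among them, were not separated from it. The mRNA level may also miss editing that leaves the transcript in place. For both guides the paper assessed NR2F6 mRNA by qPCR and protein by immunoblot (Fig. 2D). Protein was not analysed here.

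An effect of NR2F6 loss should be shared by both guides. Outside chromosome 8, 275 genes were called with sg495 in cultured cells. In sorted tumor cells, 56.7% of the 263 of them that were tested had the same sign in the libraries labeled sg492, and in bulk tumors 45.3% of 265 had it with sg492. By the reading set first, this would have counted against a shared effect. It was changed to an open result after it was seen, because sg495 itself kept the sign of only 53.2% of these genes in sorted tumor cells and 48.3% in bulk tumors, so the test could hardly have come out otherwise. Neither a shared effect nor its absence may be read from it. The low share for sg495 itself is a value in its own right: outside chromosome 8, the genes called in culture kept their direction in tumors about as often as not.

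The paper reports by qPCR that Nacc1 and Fkbp10 fell in B16F10 cells edited with either guide (Fig. 5A). It also reports lower levels of both with shRNAs against Nr2f6 and in another mouse melanoma line. In human melanoma lines it reports that knockdown lowered NACC1 but not FKBP10. It adds NR2F6 binding at Nacc1 by ChIP, reduced in edited cells, and lower NACC1 with a DNA binding mutant. None of these rests on the libraries used here. Whether the qPCR of edited cells used the same cultures as these libraries is not stated. In the cultured libraries with sg492, Nacc1 had 92.95 and 93.4 TPM against 89.78 and 86.39 in control, and Fkbp10 had 6.99 and 8.48 TPM against 11.51 and 9.09.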
